# New MicroRNAs in *Drosophila*—Birth, Death and Cycles of Adaptive Evolution

**DOI:** 10.1371/journal.pgen.1004096

**Published:** 2014-01-23

**Authors:** Yang Lyu, Yang Shen, Heng Li, Yuxin Chen, Li Guo, Yixin Zhao, Eric Hungate, Suhua Shi, Chung-I Wu, Tian Tang

## Abstract

The origin and evolution of new microRNAs (miRNAs) is important because they can impact the transcriptome broadly. As miRNAs can potentially emerge constantly and rapidly, their rates of birth and evolution have been extensively debated. However, most new miRNAs identified appear not to be biologically significant. After an extensive search, we identified 12 new miRNAs that emerged *de novo* in *Drosophila melanogaster* in the last 4 million years (Myrs) and have been evolving adaptively. Unexpectedly, even though they are adaptively evolving at birth, more than 94% of such new miRNAs disappear over time. They provide selective advantages, but only for a transient evolutionary period. After 30 Myrs, all surviving miRNAs make the transition from the adaptive phase of rapid evolution to the conservative phase of slow evolution, apparently becoming integrated into the transcriptional network. During this transition, the expression shifts from being tissue-specific, predominantly in testes and larval brain/gonads/imaginal discs, to a broader distribution in many other tissues. Interestingly, a measurable fraction (20–30%) of these conservatively evolving miRNAs experience “evolutionary rejuvenation” and begin to evolve rapidly again. These rejuvenated miRNAs then start another cycle of adaptive – conservative evolution. In conclusion, the selective advantages driving evolution of miRNAs are themselves evolving, and sometimes changing direction, which highlights the regulatory roles of miRNAs.

## Author Summary

During Metazoan evolution, the architecture of the genome changed dramatically in size, gene number and regulatory elements. Genomic architecture is often assumed to be correlated with morphological complexity. However, it is still not known whether the gene repertoire, both for protein coding and non-coding genes, is continually increasing. In the last decade, a large family of small non-coding RNAs, or microRNAs (miRNAs), has been shown to play an important role in diverse developmental processes. The genes controlled by miRNAs often evolve rapidly, potentially contributing to functional novelty, diversity and speciation. Here we estimated the birth and death rate of new adaptive miRNAs in *Drosophila melanogaster*. We found most new adaptive miRNAs disappear over long periods of time; hence, the miRNA repertoire stays close to that of a steady state. This steady state is commensurate with the morphological constancy of the genus of *Drosophila*.

## Introduction

MicroRNAs (miRNAs) are a class of small, endogenous RNAs that regulate gene expression post-transcriptionally [1], [2]. Each miRNA gene is first transcribed as a stem-loop (hairpin) RNA structure, 70–90 nt in length in animals, and then processed in several steps into the ∼22-nt mature product, referred to as miR [3]. In animals, miR binds to the 3′ untranslated region (UTR) of target mRNAs through perfect base-pairing of the seed region (position 2–8 of a miR), inducing translation repression or mRNA degradation [4]. As the seed is only 7 nt long, each miRNA may potentially regulate hundreds of transcripts while each transcript may in turn be regulated by more than one miRNA [5].

The emergence of new miRNAs is of special interest in evolutionary biology for two reasons. First, they buffer gene expression noises and thus have been hypothesized to be a key player in canalization [6], [7]. As proposed by C. H. Waddington [8], [9], canalization contributes to developmental stability and, in a recent interpretation, it may also contribute to evolvability via hidden genetic variations [10], [11]. Second, due to their small size, miR-producing hairpins can form readily and *de novo* emergence of miRNAs from non-miRNA transcripts is a frequent phenomenon [12], [13]. There are hundreds of thousands of potential miRNA structures in each *Drosophila* genome [12] and millions in a mammalian genome [14]. Given such a propensity for new miRNAs to emerge, the birth, death and adaptation of new miRNAs are a significant part of understanding the evolution of transcriptional regulation [12]. In contrast, protein-coding genes require long open reading frames to yield functional peptides. Hence, local duplication or retrotransposition [15], rather than *de novo* origination, is the common mode for the formation of coding genes.

In *Drosophila*, the birth and death rates of miRNAs have been estimated to be about 12 and 11.7 genes per Myr, respectively, with a net gain of about 0.3 per Myr [12]. It is generally agreed that the net gain is low, ranging between 0.3 and 1 new gene per Myr [16], [17]. Despite this, the total repertoire of miRNAs should still be increasing dramatically over long periods. While the net gain (birth – death) is not in dispute, there is disagreement over the estimated birth and death rates of new miRNAs [12], [16], [17]. Because numerous putative miRNAs are found in the transcriptome, these lowly expressed, evolutionarily neutral, and short-lived miRNAs account for the bulk of the estimated births and deaths. The debate is about which ones should be counted as new miRNAs.

To resolve the issue, we propose to define new miRNAs in an evolutionary context by a set of stringent criteria, requiring a signature of initial adaptive evolution soon after their birth. Numerous small RNAs that emerge and vanish with the dynamics of neutral sequences are excluded from the evolutionary analysis. Given this definition, only a small fraction of miRNA-like sequences in any species would qualify as new miRNAs. We collected extensive small RNA-seq data available for four *Drosophila* species (*D. melanogaster*, *D. simulans*, *D. pseudoobscura* and *D. virilis*) [12], [16], [18]–[23] and three mosquitoes (*Aedes albopictus*, *Aedes aegypti* and *Culex quinquefasiatus*) [24], [25]. We further generated small RNA-seq data for sex organs and imaginal discs in *D. simulans* and *D. pseudoobscura.* The extensive dataset permits systematic identification of new miRNAs and in-depth analyses of their long-term fates.

Our first objective is to understand the origin and early evolution of new miRNAs in the species *D. melanogaster*. The second objective is to track the long-term evolutionary trajectory of new miRNAs, which may be in any of the following four modes after their initial adaptive evolution:

1. Evolving rapidly, driven by positive selection;
2. Transitioning between the initial adaptive phase and one of the two possible outcomes given below in 3) and 4). miRNAs in this phase may appear neutrally evolving;
3. Evolving conservatively and slowly after being assimilated into the transcriptional network;
4. Effectively dead after its structure degenerates and is no longer recognizable as an miRNA.

## Results

From the *D. melanogaster* miRNA repository (miRBase Release 19.0, Ref. [26]), 238 miRNA genes, including 204 canonical miRNAs and 34 mirtrons, were evaluated for their expression levels by examining small RNA sequencing data from different tissues and developmental stages (Ref. [12], [16], [18]–[21], [23], see **Table S1** and **Materials and Methods**). The phylogenetic distributions of the 238 miRNA genes in *Drosophila* (*D. melanogaster*, *D. simulans*, *D. pseudoobscura* and *D. virilis*), with mosquitoes (*Aedes albopictus*, *A. aegypti* and *Culex quinquefasiatus*) as the outgroup, were determined from the available small RNA libraries (Ref. [12], [16], [22], [24], [25], see **Table S1** and **Materials and Methods**). In addition, we sequenced five additional libraries from *D. simulans* and *D.pseudoobscura* to ensure that all *Drosophila* species in this survey included samples from testes and ovaries. 

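The libraries were made from ovaries and testes of 3 to 5-day adults of *D. simulans* and *D. pseudoobscura*, and from imaginal discs with the attached central nervous system (CNS) of *D. pseudoobscura* larvae. Each of the 5 tissues is represented by 1 library, so there is no replicate error, and differences between libraries describe these libraries only. The authors kept small RNA reads of 18 to 30 nt, removed reads of transposons and structural RNAs, mapped the rest to known and newly annotated miRNA precursors without mismatch, and deposited the abundance of each precursor in RPM of all miRNA reads. Precursors at 0 RPM are left out of the deposited lists. A miRNA without an entry under its name is called not listed here, whether it was at 0 RPM or not annotated by name. The read totals are not given with the RPM values. They were estimated from the low values of each library, which rise in steps, the most frequent low value being taken as the worth of 1 read. On this estimate 1 read was worth 1.04 RPM in *D. simulans* ovaries (960897 miRNA reads) and 0.359 RPM in *D. simulans* testes (2782156 reads). In *D. pseudoobscura* it was worth 0.433 RPM in ovaries (2311188 reads), 0.395 RPM in testes (2528749 reads) and 0.114 RPM in imaginal discs and CNS (8786811 reads). Intervals given for single values are 95% Wilson intervals from these read numbers, the lowest abundance regarded as visible is that of 3 reads, and both cover counting error only. The 3-read floor was 3.12 RPM in *D. simulans* ovaries and 1.08 RPM in *D. simulans* testes, and 1.30, 1.19 and 0.341 RPM in *D. pseudoobscura* ovaries, testes and discs with CNS. The *D. simulans* lists held 215 precursors in ovaries and 229 in testes, of which 96 and 78 were above 200 RPM. The *D. pseudoobscura* lists held 302 precursors in ovaries, 320 in testes and 231 in discs with CNS, of which 80, 99 and 26 were above 200 RPM. A single precursor took a large share of each library. miR-184 made up 41.8% (interval 41.7% to 41.9%) of the miRNA reads in *D. simulans* ovaries, 37.5% (37.5% to 37.6%) in *D. pseudoobscura* ovaries and 81.4% (81.4% to 81.5%) in *D. pseudoobscura* discs with CNS. let-7 made up 18.3% (18.3% to 18.4%) in *D. simulans* testes, and miR-263a 53.9% (53.9% to 54.0%) in *D. pseudoobscura* testes. RPM are shares of a fixed total, so that an abundant miRNA lowers all others. When the most abundant precursor was left out and the rest rescaled, 54 instead of 26 precursors exceeded 200 RPM in discs with CNS, the largest effect on the number of highly expressed miRNAs in any of the 5 libraries.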

Genes represented by more than 200 reads per million (RPM) in at least one library were designated “highly expressed” (**Table S2**). The rest were denoted as “lowly expressed” miRNAs.

The 204 canonical miRNAs and 34 mirtrons have very different patterns in age and expression level. **Table 1** shows the emergence time of each miRNA, which falls in the interval of 0–4, 4–30, 30–60, 60–250, and >250 Myrs before present as depicted in **Fig. 1**. More than half of the highly expressed, canonical miRNAs (71 out of 136) came from the oldest age group (>250 Myrs) but none of the mirtrons were from that group (**Table 1**), suggesting mirtrons contribute very little to miRNA repertoire over long periods of time. The result is consistent with previous findings that mirtrons have different evolutionary trajectories from canonical miRNAs [16]. The majority of the lowly expressed genes, both canonical miRNAs (60/68) and mirtrons (21/25), came from the young age group of 0–4 Myrs (**Table 1**), corroborating that lowly expressed miRNA genes are likely to be evolutionarily transient [12].

**Figure 1:**
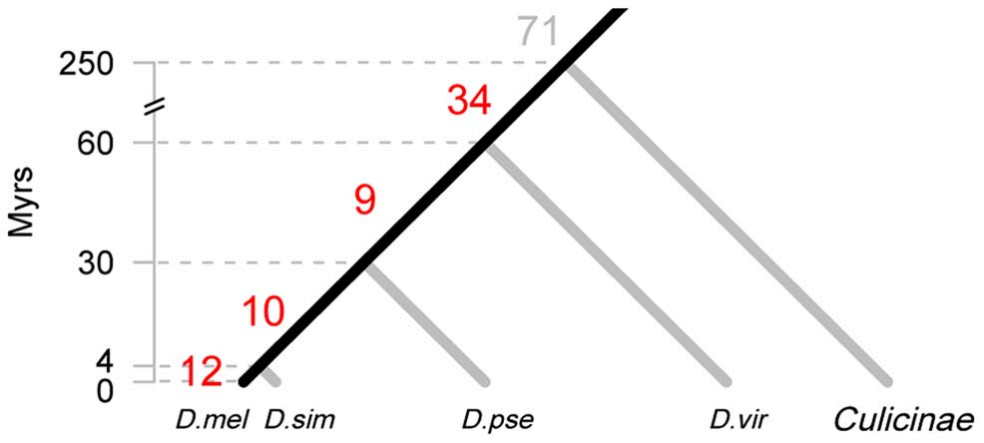
Origin of new miRNAs at different evolutionary periods. The divergence time of the phylogeny is based on the *Drosophila* 12 Genomes [27], Gaunt *et al.* [65] and Bolshakov *et al.* [66]. The number of highly expressed, canonical miRNAs that are inferred to originate in each time interval is given on the corresponding branch. Species abbreviations: *D. mel*, *D. melanogaster*; *D. sim*, *D. simulans*; *D. pse*, *D. pseudoobscura*; *D. vir*, *D. virilis*. The 12 miRNAs of the last 4 Myrs are miR-979 and miR-4966 from the miR-972s cluster, miR-983-2 and miR-984 from the miR-982s cluster, miR-954, miR-956, miR-971, miR-985, miR-990, miR-997, miR-1017 and miR-2279. The ten miRNAs emerged between 4 and 30 Myrs ago are miR-972, miR-978 and miR-2499 from the miR-972s cluster, miR-303, miR-982 and miR-983-1 from the miR-982s cluster, miR-992 and miR-2498 from the miR-310s cluster, miR-1001 and miR-2494.

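Few of the 12 miRNAs dated to the last 4 Myrs have a named entry in the new *D. simulans* libraries. With names matched by miRNA number, 2 of the 12 had an entry in *D. simulans* ovaries or testes, and 10 were not listed. dsi-miR-4966 was at 23.7 RPM in testes (interval 18.6 to 30.2 RPM, 66 reads) and was not listed in ovaries. The other match is that of miR-983-2 to the single *D. simulans* precursor dsi-miR-983, since the paper places the duplication of miR-983 in *D. melanogaster*. When number and copy suffix had to be identical, 1 of the 12, miR-4966, remained. For the miRNAs not listed, no entry carries their number, and an abundance under the 3-read floor of each library could have been missed. A homolog without a named precursor would have been missed at any abundance. The 108 *D. simulans* entries without a miRBase name were not compared with these miRNAs. Both libraries are part of the paper's own survey, so names missing from them are not an independent test of the dating.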

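Of the 10 miRNAs dated to 4 to 30 Myrs, 9 had an entry in *D. simulans* ovaries or testes, and miR-2498 was not listed. They correspond to 11 *D. simulans* precursors, because miR-982 has 3 copies there. dsi-miR-2499 was at 1926 RPM in testes (1875 to 1978 RPM), against 1 read in ovaries. dsi-miR-978a was at 176 RPM (162 to 193 RPM) and dsi-miR-972 at 30.9 RPM (25.0 to 38.2 RPM) in testes, and neither was listed in ovaries. dsi-miR-992 was at 31.6 RPM in testes (25.7 to 39.0 RPM). The evidence was thin for dsi-miR-1001, with 1.80 RPM in testes from 5 reads, and for dsi-miR-2494, with 0.359 RPM from 1 read, which lies under the floor. All 11 precursors had a higher RPM in testes than in ovaries. For dsi-miR-1001 and dsi-miR-2494 the direction is not resolved. Neither was listed in ovaries, and both testes values lie under the 3-read floor of ovaries, 3.12 RPM. The median log2 ratio of testes to ovaries of the 11 precursors, with a pseudocount of 1 RPM, was 6.50. The ratios ranged from 0.44, for dsi-miR-2494, to 9.88. Among the 49 *D. simulans* precursors above 200 RPM in both gonads the median log2 ratio was -0.23, and relative to it the median of the young miRNAs was 6.73. The median of 10000 random lists of 11 *D. simulans* precursors matched on mean expression was -0.40, and the median of the young miRNAs lay at percentile 99.995 of these lists. Several of the 11 are neighbours in the miR-982 or miR-972 cluster. The random lists treat precursors as independent, so this percentile may overstate how unusual the list is. Of the other settings tried, a pseudocount of 10 RPM moved the median most, to 4.11.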

**Table 1:** Number of miRNAs in the genome of *D. melanogaster* in different age groups.

type	expression level	age (Myrs)				
		0–4	4–30	30–60	60–250	>250
canonical (n = 204)	>200 RPM	12	10	9	34	71
	≤200 RPM	60	2	3	3	0
mirtrons (n = 34)	>200 RPM	3	2	1	3	0
	≤200 RPM	21	3	1	0	0

In this study, we will focus on the 136 highly expressed canonical miRNAs because, with respect to long-term evolution, they are the most significant class among the four categories of **Table 1**.

### I. Birth of new miRNAs

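In the *D. pseudoobscura* ovaries, testes and discs with CNS, 21 of the 22 *D. melanogaster* miRNAs dated to the last 30 Myrs were not listed. The exception was dps-miR-971, at 0.569 RPM (0.243 to 1.33 RPM) in discs with CNS, an estimated 5 reads, and not listed in ovaries or testes. No entry matched by name to the 22 reached 10 RPM in any of the 3 libraries. The paper dates a *D. melanogaster* miRNA by the species in which a homolog was found by homology search and cross-checked with small RNA reads, and assumes that it emerged in the most recent common ancestor of all species bearing it. The 3 libraries are part of the paper's own survey, so names missing from them are not an independent test of these dates. Entries without a miRBase name were not compared with the 22 miRNAs.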

Starting with the youngest genes, we first analyzed the 22 new miRNA genes that emerged in the last 30 Myrs, since *D. melanogaster* diverged from *D. pseudoobscura* (**Fig. 1**). Among them, 21 originated *de novo*; only miR-983-2 in *D. melanogaster* (dme-miR-983-2) was duplicated from another miRNA (dme-miR-983-1). More than half of the 22 new miRNAs are found in clusters – five in the miR-972 cluster (abridged as miR-972s), two in miR-310s and five in miR-982s. Members in a cluster have significantly higher expression levels than the orphan miRNAs (Mann-Whitney U test, *p*<0.05). 

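For the miR-310 cluster (miR-310s), 6 of the 7 members of Table S3 were listed in *D. simulans* gonads and 1 of the 7 in *D. pseudoobscura*. The oldest members were expressed in both *D. simulans* gonads. dsi-miR-311 was at 3126 RPM in ovaries (3017 to 3240 RPM) and 3981 RPM in testes (3908 to 4056 RPM), dsi-miR-310 at 1470 and 862 RPM, and dsi-miR-313 at 375 and 184 RPM. dsi-miR-312, of 30 to 60 Myrs, was at 3186 RPM in ovaries and 6462 RPM in testes, but dsi-miR-991 of the same age group was at 38.5 RPM in ovaries (27.9 to 53.1 RPM) and 5788 RPM in testes (5700 to 5878 RPM). The only *D. pseudoobscura* member listed by name was dps-miR-311, of the 60 to 250 Myrs group, at 498 RPM in ovaries (470 to 528 RPM), 2339 RPM in testes (2280 to 2399 RPM) and 0.797 RPM in discs with CNS. Entries without a miRBase name were not compared with the cluster. By the paper's dating rule, the 30 to 60 Myrs age of miR-312 and miR-991 implies a *D. pseudoobscura* homolog. A member not listed here is therefore not shown to be absent from the species. None of the 5 families miR-982, miR-2582, miR-303, miR-983 and miR-984 had a named entry in the *D. pseudoobscura* libraries.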

The miR-982 cluster consists only of members emerging in the last 30 Myrs, whereas both miR-310s and miR-972s are mixtures of old and new miRNAs (**Table S3**). Thus, the former is most informative about the birth and early evolution of new miRNAs.

The miR-982s is X-linked, comprising five distinct miRNA families: miR-982, -2582, -303, -983 and -984. With the exception of the recently duplicated dme-miR-983-1/-2, miRNAs in this cluster do not share a seed sequence (**Fig. 2A &B**). Against the 12 *Drosophila* species [27], copies of this cluster can be found in *D.simulans*, *D. sechellia*, *D. yakuba* and *D. erecta* but are absent in all other more distantly related species. The expression of miR-982s members was confirmed by RT-PCR (**Fig. S1**). The evolution of this cluster in the *D. melanogaster* subgroup is depicted in detail in **Fig. 2A**.

**Figure 2:**
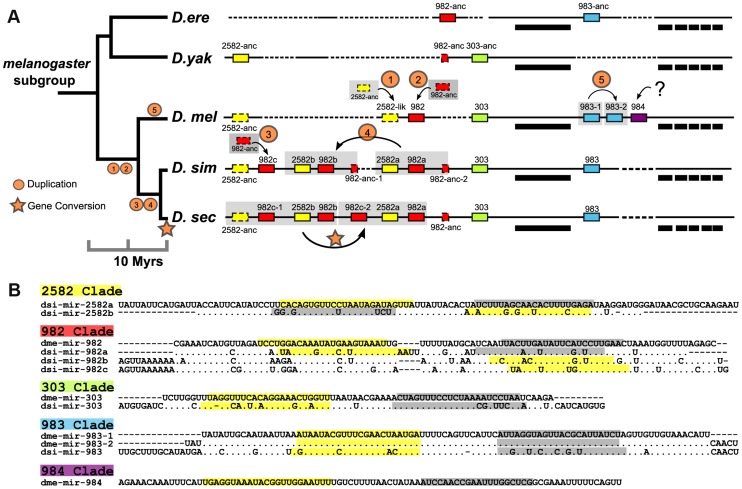
The evolution of the structure of the miR-982s cluster. (**A**) This cluster comprises members of five miRNA families (miR-982, miR-2582, miR-303, miR-983 and miR-984), indicated by red, yellow, green, blue and purple boxes, respectively. Boxes outlined with solid and dashed lines represent miRNA homologs with and without expression, respectively. Bold bars indicate *CG3626* exons 1–6 located on the opposite strand of miR-982s. Alignment gaps are illustrated with dashed lines. The genomic region is not drawn to scale. Species abbreviations: *D. ere*, *D. erecta*; *D. yak*, *D. yakuba*; *D. mel*, *D. melanogaster*; *D. sim*, *D. simulans*; *D. sec*, *D. sechellia*. (**B**) Precursor sequences of miRNAs from the miR-982s cluster. Mature (miR) and miR* sequences are indicated in yellow and gray, respectively. When there is no annotation of miR* in the database, we define miR* as starting with 1 nt 3′ overhangs on the opposite arm of miR.

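In *D. simulans*, 7 homologs of this cluster are drawn with expression, and all 7 were listed in the gonad libraries. In the order of the cluster, dsi-miR-982c was at 2394 RPM in testes (2337 to 2452 RPM), dsi-miR-2582b at 246 RPM (228 to 265 RPM), dsi-miR-982b at 162 RPM (148 to 178 RPM), dsi-miR-2582a at 150 RPM (136 to 165 RPM), dsi-miR-982a at 105 RPM (93.2 to 117 RPM), dsi-miR-303 at 3297 RPM (3230 to 3365 RPM) and dsi-miR-983 at 6112 RPM (6021 to 6204 RPM). In ovaries the highest was dsi-miR-983 at 66.6 RPM (52.2 to 85.0 RPM), followed by dsi-miR-303 at 14.6 RPM from 14 reads and dsi-miR-982c at 9.37 RPM from 9 reads. dsi-miR-982a, dsi-miR-2582a and dsi-miR-2582b each had 1 read in ovaries, and dsi-miR-982b was not listed there. For each of the 7 the intervals of the 2 gonads were apart. The log2 ratio of testes to ovaries ranged from 5.69 to 7.85 with a median of 6.92, which lay at percentile 99.8 of random lists of 7 precursors matched on mean expression (median of the lists -1.46). The random lists treat precursors as independent. The 7 members form a single cluster with duplicated copies and may be expressed together, so the percentile may overstate how unusual they are. Only 4 of the 7 passed the limit of 200 RPM for high expression.

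**Figure D1:**
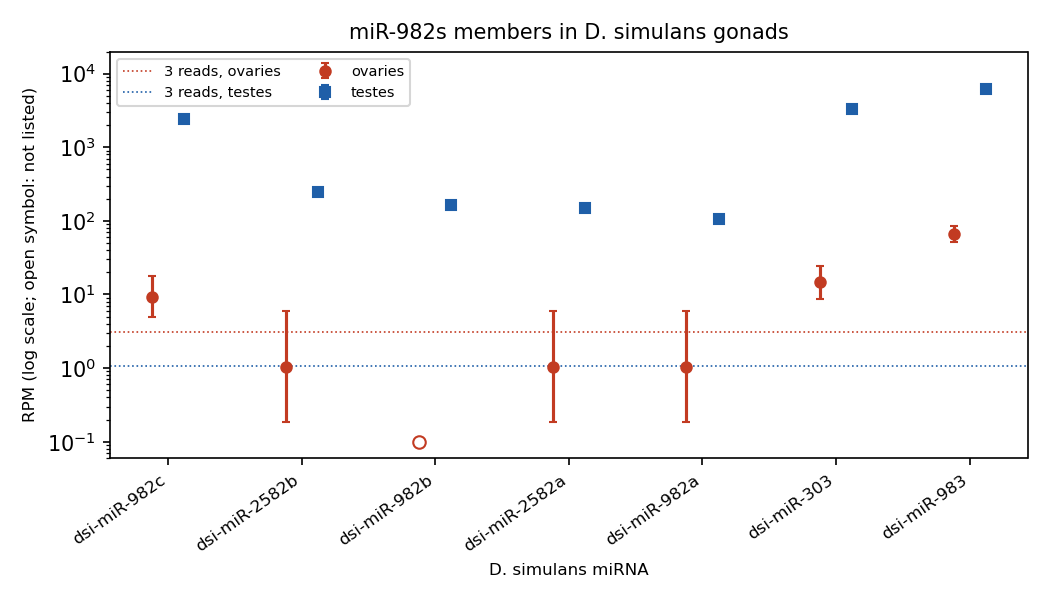
RPM of the miR-982s members in *D. simulans* ovaries (circles) and testes (squares), on a log scale, with 95% Wilson intervals. The open circle marks dsi-miR-982b, which was not listed in ovaries, and the dotted lines are the abundance of 3 reads in each library. All 7 members are higher in testes, from 105 RPM for dsi-miR-982a to 6112 RPM for dsi-miR-983.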

As shown in **Fig. 2A**, each member of miR-982s appears to emerge *in situ* from local non-miRNA sequences. Due to their small sizes, unstructured genomic sequences evolving into miRNA-like transcripts have often been suggested [28] but have not been convincingly proven. The cluster of miR-982/2582/303/983/984 appears to be a good example of *de novo* origin (see below) with point mutations improving miRNA processing step by step (**Fig. 2B** **and Fig. S2 and S3**). For example, the secondary structure of miR-982 in *D. erecta* can only form a poor hairpin (−18.20 kcal/mol). Many nucleotide substitutions, accumulated subsequently in the stem and loop regions, have greatly improved the thermodynamic stability of the hairpin in *D.melanogaster* (−24.00 kcal/mol) and in the three paralogs of *D. simulans* (−21.52 to −27.50 kcal/mol; **Fig. 3A** **and Fig. S2 and S3**).

**Figure 3:**
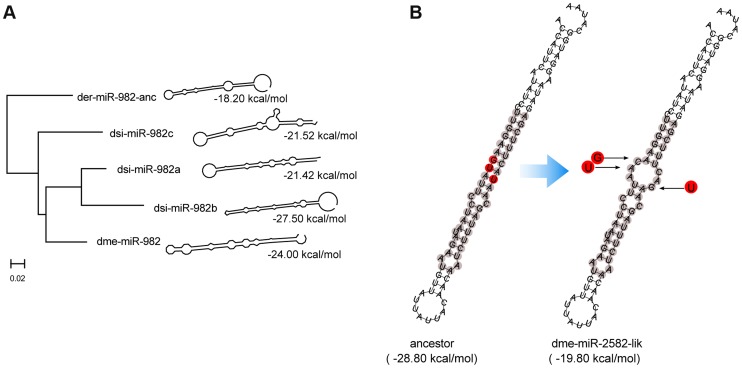
Evolution of the secondary structure of members of miR-982s as predicted by RNAfold [70]. (**A**) The thermo-stability of each hairpin is shown as kcal/mole at the tip of the branch. The phylogenetic tree is reconstructed based on the precursor sequences by the maximum likelihood method. (**B**) Disruption of dme-miR-2582-like hairpin structure by point mutations. Red nucleotide bases are the three lineage-specific mutations that disrupted the duplex. Gray nucleotide bases are the consensus miR:miR* duplex of miR-2582 inferred from dsi-miR-2582a/b.

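The duplicated members of miR-982s differ in abundance within the *D. simulans* testes library. Among the 3 paralogs of miR-982, dsi-miR-982c had 6661 reads, against 452 for dsi-miR-982b and 291 for dsi-miR-982a. The 2 paralogs of miR-2582 were closer, with 685 reads for dsi-miR-2582b and 416 for dsi-miR-2582a. The Wilson intervals of these RPM values do not overlap within either family, so that the differences exceed the counting error of the library. These 5 precursors had whole numbers of reads, although the authors divided each read by the number of precursors it matches.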

After each miRNA emerges from the unstructured sequence, gene duplication appears common [29], [30]. miR-2582 and miR-982 were expanded by whole-gene (**Fig. 2A**, Duplication 1, 2 and 3) or segment duplication (Duplication 4) in *D. melanogaster* and *D. simulans*, followed by gene conversion in *D. sechellia* (**Fig. 2A**). Moreover, miR-983 was duplicated in *D. melanogaster* (Duplication 5). In this species alone, miR-984 emerged *de novo* next to miR-983 (**Fig. 2A**).

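The *D. simulans* gonad libraries had 1 entry for miR-983 and 0 for miR-984. At the depth of the testes library, where the neighbouring dsi-miR-983 had 17004 reads, 3 reads correspond to 1.08 RPM. A miR-984 homolog under this abundance could have been missed. One without a precursor of that name would have been missed at any abundance.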

These duplicates soon accumulated many nucleotide substitutions (**Fig. 2B**). Meanwhile, seed shifting and arm switching occurred in the miR-982/2582/303/983 families (**Fig. 2B**). These modifications presumably lead to new targets, resulting in neo-functionalization after gene duplication [28].

### II. Early adaptive evolution of new miRNAs

After new miRNAs emerged *de novo*, the question is whether the subsequent evolution is driven by natural selection. A greater level of divergence in miRNA genes than in flanking regions might suggest positive selection (Ref. [31]; **Fig. S4A**). A proper analysis would require the comparison of between-species divergence (D) and within-species polymorphism (P) using a modified McDonald-Kreitman (MK) test [32].

In this study, we generated DNA sequences from 42 *D. melanogaster* (∼7.5 kb from each line) and 25 *D. simulans* lines (∼8.1 kb) (**Table S4**). The D/P ratios for each precursor miRNA from miR-982s, as well as the 1 kb upstream flanking regions, were compared [33]. As shown in **Table 2**, all the miRNA genes from the miR-982, miR-303 and miR-983 families have a significantly higher D/P ratio than the flanking regions in both *D. melanogaster* and *D. simulans* (*p*<0.05), suggesting positive selection. Members of the miR-2582 family show significantly higher D/P ratios in *D. melanogaster*, but not in *D. simulans* (**Table 2**, also see next section).

**Table 2:** The McDonald-Kreitman test on individual miRNAs of the miR-982s cluster.

miRNA	D	P	D/P	p-value^d^
*D.melanogaster*				
dme-miR-982^a^	14	0	(n.a.)	6.31×10^−5^ ***
dme-miR-303	15	4	3.750	7.89×10^−3^ **
dme-miR-983	14	1	14.000	4.63×10^−4^ ***
dme-miR-2582-like	14	1	14.000	4.63×10^−4^ ***
Neighboring sites	31	38	0.816	
*D.simulans*				
dsi-miR-982c^b^	16	1	16.000	0.012*
dsi-miR-2582b^c^	11	5	2.200	0.468
dsi-miR-982b^b^	19	3	6.333	0.042*
dsi-miR-2582a^c^	11	6	1.833	0.579
dsi-miR-982a^b^	16	1	16.000	0.012*
dsi-miR-303	18	1	18.000	7.11×10^−3^ **
dsi-miR-983	17	1	17.000	9.39×10^−3^ **
neighboring sites	31	18	1.722	

D (for divergence) is the number of fixed differences between *D.melanogaster* and *D.simulans* and P is the number of polymorphic sites (P) within species.

a The consensus sequence of dsi-miR-982a/b/c is used as the outgroup of dme-miR-982.

b dme-miR-982 is used as the outgroup of dsi-miR-982a/b/c.

c dme-miR-2582-like is used as the outgroup of dsi-miR-2582a/b.

d Fisher's exact test was performed against neighboring site.

* , *p*<0.05;

** *p*<0.01;

*** *p*<0.001.

Because each individual miRNA gene, being small, would yield a significant result in the MK test only when the selection is extremely strong, we also performed the test on new miRNAs collectively, relative to the genome-wide 4-fold degenerate sites (from *Drosophila* Population Genomics Project (DPGP); see **Materials and Methods**). **Table 3** shows that the new miRNAs emerging in the last 30 Myrs have a higher D/P ratio than in the genome-wide 4-fold degenerate sites. In fact, more than 79% of the observed divergence in the precursors and more than 89% in the mature regions is estimated to have been fixed adaptively (see **Materials and Methods** and **Table 3**). A higher D/P ratio could also be attributed to an increase in selective constraint, rather than positive selection [34]. However, we excluded such possibility in **Text S1**. Due to the large number of adaptive sites, every new miRNA is likely to carry one or more of them. As expected, signatures of positive selection are much weaker for the lowly expressed miRNAs and mirtrons (**Table S5**).

**Table 3:** The McDonald-Kreitman test on the entire group of miRNAs of the same age.

site type		site number	D	P	P_DAF>5%_	D/P_DAF>5%_	MK test *p*-value^a^	α^b^ (% of adaptive fixations)
4-fold degenerate sites		3,495,672	378,361	168,979	83,996	4.50	-	-
0–4 Myrs	precursor	1,118	86	8	4	21.50	1.1e-4	79.1
	mature	196	18	0	0	Inf.	2.7e-2	100.0
4–30 Myrs	precursor	944	110	9	3	36.67	4.2e-7	84.7
	mature	227	33	3	0	Inf.	1.3e-3	89.8
30–60 Myrs	precursor	800	35	19	12	2.92	>0.50	−38.9
	mature	201	9	4	3	3.00	>0.50	−24.7
60–250 Myrs	precursor	2,839	110	37	14	7.54	2.6e-2	36.0
	mature	724	7	5	0	Inf.	0.25	19.6
>250 Myrs	precursor	6,335	72	60	18	4.00	>0.50	−49.8
	mature	1,470	2	3	0	Inf.	>0.50	−68.8

a One-tailed Fisher's exact test. To increase statistical power, we used polymorphisms with DAF>5% in the MK test [79].

b α was calculated using the methods described by Mackay *et al.* [75].

Other lines of evidence for recent adaptive evolution include the pattern of polymorphism within species and the differentiation between populations. The miR-982 cluster was examined further by the sliding window analysis of Fay and Wu's H (θ*_H_*), an estimator of nucleotide diversity sensitive to positive selection [35], [36]. The profile of θ*_H_* peaks near miR-983/984 and miR-303 in both species, a common footprint of hitchhiking with positive selection [35]. The signature is stronger in *D. simulans* for miR-982 than in *D. melanogaster* (**Fig. S4B and S4C**). In addition, we analyzed the M and Z populations of *D. melanogaster* [37]–[39] using the Fst statistic [40]. For dme-miR-984 and dme-miR-303, the precursor sequences are strongly differentiated between M and Z lines (Fst = 0.318 for dme-miR-984 and Fst = 0.252 for dme-miR-303) compared to all SNPs within the miR-982s region (Mann-Whitney U test, *p* = 0.057 for dme-miR-984 and *p* = 0.068 for dme-miR-303, **Table S6**) or the 238 *D. melanogaster* miRNAs (Mann-Whitney U test, *p* = 0.046 for dme-miR-984 and *p* = 0.008 for dme-miR-303; data were obtained from DPGP2 [41], see **Materials and Methods**). The analyses collectively suggest that the rapid evolution of new miRNAs is driven by natural selection.

### III. Death vs. integration after the initial adaptive evolution

After the initial adaptive evolution, one might reasonably expect these new adaptive miRNAs to be integrated into the transcriptional network and begin evolving at a slower rate. Surprisingly, the most likely fate of these new miRNAs was death, rather than integration. This can be seen in the number of observable new miRNAs from two different time periods – 22 surviving miRNAs from the last 30 Myrs but only 9 from the preceding 30 Myrs (30–60 Myrs before present).

By assuming a constant birth rate, we can estimate the number of newborn miRNAs in each time interval, which can then be compared with the surviving miRNAs from that time period. Using the estimated rate of 3 newborn miRNAs per Myr (12 in the last 4 Myrs), **Figure 4A** shows that 87% of new miRNAs disappeared in 4–30 Myrs (68 out of 78). The proportion of death in older miRNAs increased only marginally, to 90%, for the period of 30–60 Myrs (81 out of 90). Therefore, most miRNAs seem to die quickly at an early stage of evolution, soon after the initial adaptive evolution. Only 6.0% of new miRNAs (34 out of 570) survived after 60 Myrs. It is unexpected that new adaptive miRNAs favored by natural selection should suffer such quick and massive death, albeit at a somewhat lower rate than neutrally evolving new miRNAs [12]. The former has a survival rate of 6.0% while the latter has a lower rate, at 2.5% [12]. Apparently, the initial adaptation is evolutionarily transient and the continual adaptation toward integration is not a common fate. We should note that alternative explanations have been considered. A most obvious one concerns the possibility of a bust of adaptive new miRNAs in *D. melanogaster* since its split from *D. simulans*. These explanations are compared in Discussion.

**Figure 4:**
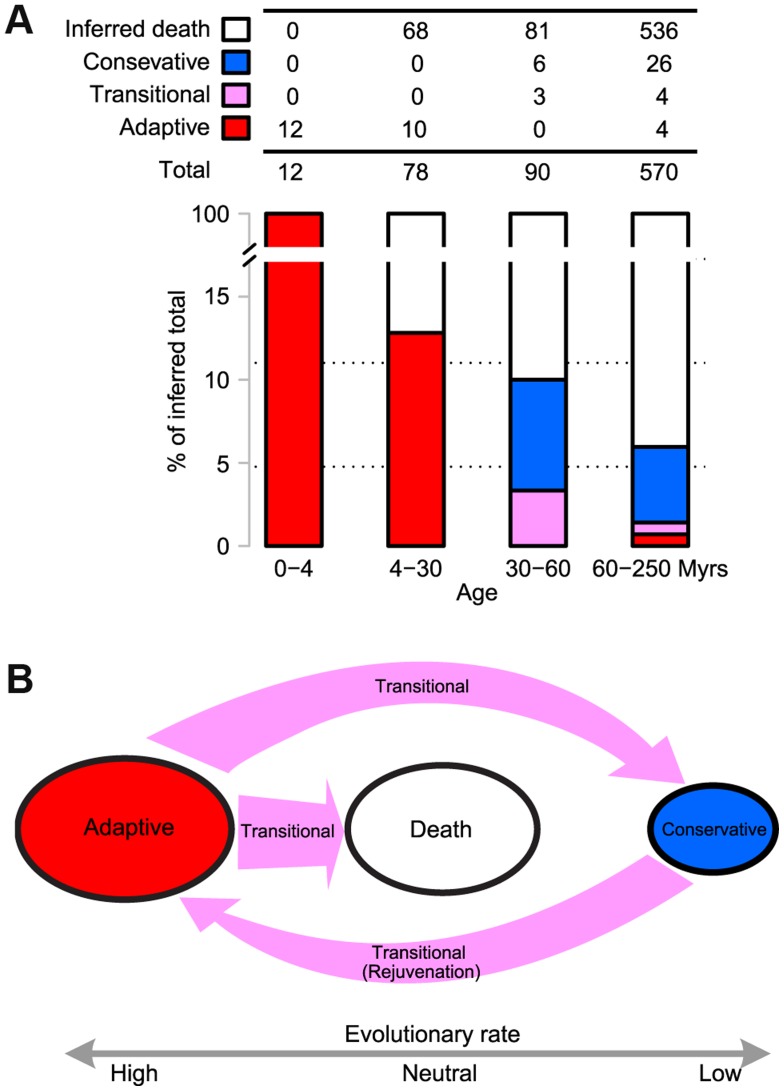
(**A**) **Evolutionary trajectories of miRNAs - The miRNAs were grouped by age as defined in** **Fig. 1** **.** The number of newborns in each time interval was estimated by assuming a constant birth rate obtained from the last 4 Myrs (3 miRNAs per Myr). The number of miRNA death was calculated by subtracting the observed number of surviving miRNAs from the inferred number of newborns (the birth rate multiplied by the time interval). The criteria for determining adaptive, conservative and transitional miRNAs are given in **Materials and Methods**. The number in each category is given in the table and the proportion is shown as a barplot. Note that the combined proportion of adaptive and transitional miRNAs, indicated in red and purple in the barplot, respectively, decreases chronologically. (**B**) **A model for the evolution of new miRNAs, which starts in the adaptive phase and ends in either death or in conservation.** In the latter phase, they may be recycled back to the adaptive phase. The evolutionary rate in each phase is indicated below. Transitions between phases are shown by arrows, the sizes of which reflect the flux between phases.

Interestingly, miRNA death may sometimes be an adaptive process. The miR-2582-like gene in *D. melanogaster* is shown to be evolving adaptively in **Table 2**, but its evolution is toward degeneracy. Three lineage-specific mutations that disrupt the duplex structure are shown in **Fig. 3B**, probably associated with the degeneration of dme-miR-2582. Presumably, conditions changed causing the adaptive function initially performed by the new miRNA to become deleterious at a later time.

Upon survival, new miRNAs eventually became integrated into the transcriptional network and evolved conservatively. There is a transitional phase after the adaptive phase, but before either integration or death. During the transition, these miRNAs often appeared to have a neutral evolutionary rate. **Figure 4A** shows that all the surviving miRNAs began to evolve either neutrally or conservatively (three transitional and six conservative miRNAs, respectively) within 30–60 Myrs (See **Materials and Methods**). The miR-2582 gene in *D. simulans* appears to be in such a transition (**Table 2**). It is interesting that miR-2582 orthologs in sibling species may be at different stages of evolution.

### IV. Cycles of adaptive-conservative evolution

Over long periods of time, new miRNAs will have died or have been integrated into the transcriptional network and are now conservatively evolving. miRNAs born 60–250 Myrs ago have largely vanished (94% have disappeared, see **Fig. 4A**). However, some of the cohort of the 34 surviving miRNAs are not behaving as expected. In fact, only 26 of them are evolving conservatively. Nearly a quarter of them (8 out of 34) are evolving either neutrally or adaptively (**Fig. 4A**) and most of these (7 out of 8) come from miR-972s or miR-310s (**Table 4**). At this rate of evolution, none of them should have been recognizable as homologs between *D. melanogaster* and *D. virilis*.

**Table 4:** K_miR_/K_S_ of the older miRNAs (60–250 Myrs) that have been evolving rapidly between *D. melanogaster* and *D. simulans*.

miRNA	K_miR_/K_S_ (*D. melanogaster* vs. *D. simulans*)	K_miR_/K_S_ (*D. melanogaster* vs. *D. virilis*)	Ratio
dme-miR-973^a^	1.152	0.264	4.4
dme-miR-974^a^	0.803	0.283	2.8
dme-miR-975^a^	0.571	0.389	1.5
dme-miR-976^a^	0.677	0.279	2.4
dme-miR-977^a^	1.096	0.616	1.8
dme-miR-311^b^	0.514	0.323	1.6
dme-miR-313^b^	0.877	0.238	3.7
dme-miR-964	0.898	0.303	3.0
mean	0.825	0.337	2.5

a miRNAs from miR-972s.

b miRNAs from miR-310s.

We suggest that the 8 unusual miRNAs may have been conservatively evolving for most of their evolutionary history. Four of them have been adaptively evolving once again and the remaining four appear to be in transition, away from the previous selective constraints. If the hypothesis is correct, we expect to see stronger evolutionary conservation in more distant comparisons than in recent ones. We use K_miR_/K_S_, where K_miR_ denotes the divergence in the precursor region of the miRNA, to measure conservation. **Table 4** shows their K_miR_/K_S_ values for the last 4 Myrs and for the distant past (60 Myrs after the split between *D. melanogaster* and *D. virilis*). The evolutionary conservation has indeed been relaxed substantially in the last 4 Myrs with the average value increasing from 0.337 to 0.825, a 2.5-fold difference. Such fold-changes of K_miR_/K_S_ were significantly high in the eight miRNAs, compared with the whole repertoire of 238 miRNAs (Mann-Whitney U test, *p* = 0.00014). The rate increase appears to be true in both *D. melanogaster* and *D. simulans* lineages when the homologous sequences from *D. yakuba* and *D. erecta* were used as outgroups to calculate the rate in each lineage separately. Among the eight genes, two and six are evolving slightly faster in *D. melanogaster* and *D. simulans*, respectively (see **Table S7**). It is interesting that some old miRNAs go through the reverse transition (or rejuvenation) from conservative to adaptive evolution, the latter being the hallmark of young miRNAs.

Rejuvenation can also lead to the death of old miRNAs. The miR-972s may be such an example. Some members of this cluster emerged 60–250 Myrs ago and should have been integrated into the ancestral genome by the time *D. pseudoobscura* split from *D. melanogaster*. However, the entire miR-972s region was lost in *D. pseudoobscura* since the split.

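None of the 10 members of miR-972s in Table S3 was listed in *D. pseudoobscura* ovaries, testes or discs with CNS, where 3 reads correspond to 1.30, 1.19 and 0.341 RPM. Entries without a miRBase name were not compared with these members. In *D. simulans* gonads 8 of the 10 were listed, and miR-973 and miR-979 were not. Of the members dated to 60 to 250 Myrs, dsi-miR-975 was at 6527 RPM in *D. simulans* testes (6433 to 6622 RPM), dsi-miR-974 at 642 RPM (613 to 672 RPM), dsi-miR-977 at 360 RPM (339 to 383 RPM) and dsi-miR-976 at 89.5 RPM (79.1 to 101 RPM). In *D. simulans* ovaries dsi-miR-975 had 7 reads (7.28 RPM) and the other 3 were not listed. The paper reasons that members of this age should have been part of the ancestral genome when the species split, and states that the region has since been lost in *D. pseudoobscura*.

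**Figure D2:**
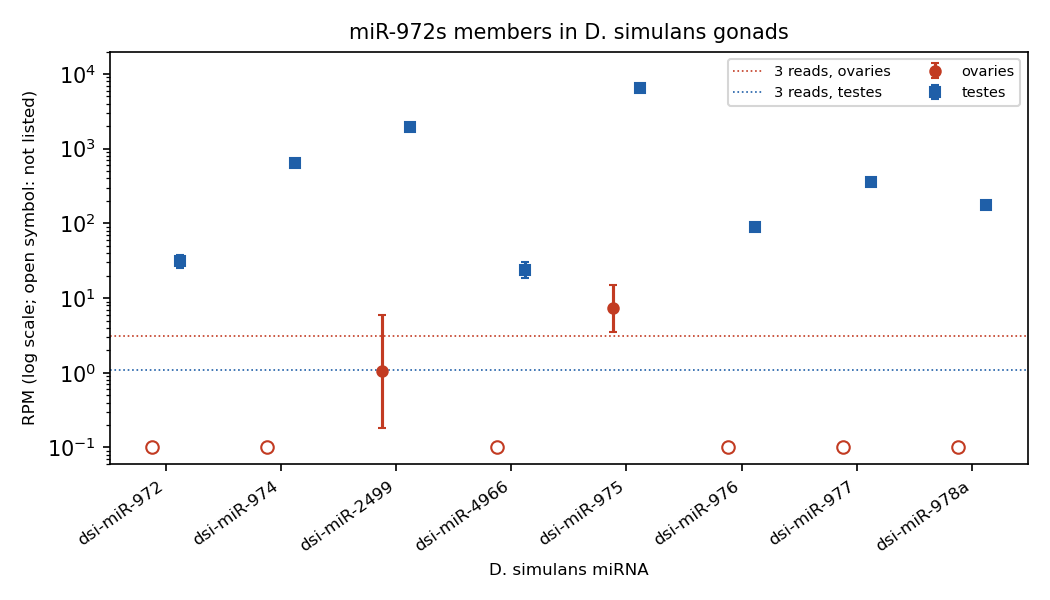
RPM of the 8 miR-972s members listed in *D. simulans* ovaries (circles) and testes (squares), on a log scale, with 95% Wilson intervals. Open circles mark members not listed in ovaries, and the dotted lines are the abundance of 3 reads in each library. dsi-miR-975 is the highest in testes at 6527 RPM, and dsi-miR-4966 the lowest at 23.7 RPM.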

Taken together, new miRNAs (such as miR-310s and miR-972s) may go through cycles of adaptation, integration (if escaping death) and rejuvenation, which would start another cycle of adaptation and integration (**Fig. 4B**).

### V. Evolution of miRNA expression

To study the evolution of new miRNAs sequences, we characterized their expression patterns. We did so by using the global small RNA profiling datasets (see **Table S1** and **Materials and Methods**). **Figure 5** shows young miRNAs (<30 Myrs) are lowly expressed in specific tissues, generally in the testes and larval brain/gonads/imaginal discs. Middle-aged miRNAs (30–60 Myrs) broadened their expressions to include ovaries and embryos. The older miRNAs (60–250 Myrs) showed moderate and even broader expressions, which then evolved to become highly abundant in all tissues and developmental stages as seen in the oldest miRNAs (>250 Myrs). The simplest explanation is that new miRNAs increase the expression level and expand the breadth as they get older. The change in expression parallels that in sequence evolution (**Fig. 4A** and **Table S8**). There are other explanations that may also account for the different expression patterns between new and old miRNAs (see **Text S2**). Detailed descriptions of the evolution in expression patterns are given in **Text S3**.

**Figure 5:**
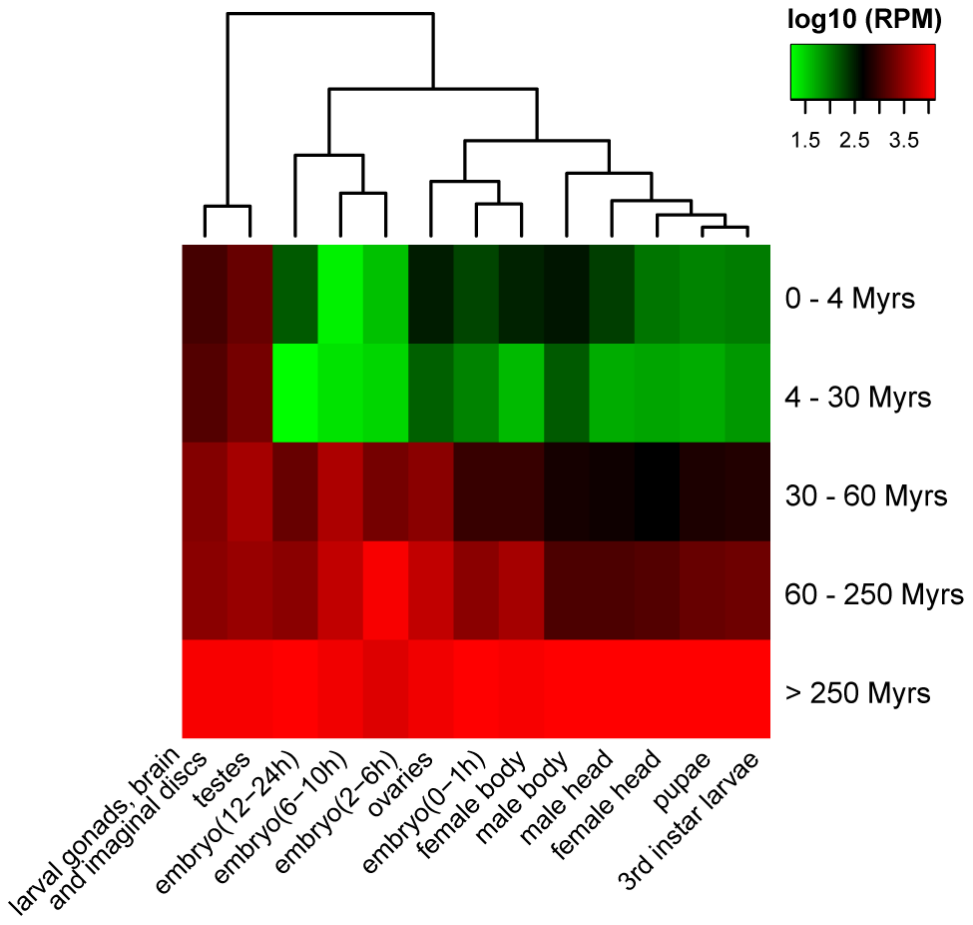
Clustering of miRNA expression among different age groups and tissues (or development stages). Expression level of each miRNA age group is calculated based on small RNA libraries from different tissues and developmental stages of *D. melanogaster* (**Table S1**).

## Discussion

During Metazoan evolution, the miRNA repertoire expanded dramatically from a few genes to several hundreds [28], [42]. By limiting the analysis to new miRNAs that evolve adaptively soon after their birth, we avoided the large number of lowly expressed miRNA-like sequences. These sequences may or may not be considered miRNAs and are generally thought to be evolutionarily ephemeral and adaptively insignificant [43], [44]. The inclusion of only new miRNAs that evolve adaptively at emergence reveals an unexpected pattern of an excess of such miRNAs in the last 4 million years of the *D. melanogaster* lineage. The possible explanations are therefore either a burst of birth since *D. melanogaster* split from *D. simulans*, or a decline in the survivorship of adaptive new miRNAs as they age.

We consider the latter explanation as more plausible for several reasons. First, the birth rate of miRNA-like sequences indeed appears constant because different *Drosophila* species have comparable numbers of such new transcripts [16]. Given the ease in forming precursor-like hairpins, the constant rate is hardly surprising. Second, as a result, the birth rate of adaptive new miRNAs may not deviate much from a constant value either. Indeed, the burst of adaptive new miRNAs is observable in *D. simulans* as well as the common ancestor of *D. melanogaster* and *D. simulans*, as is evident in the miR-982 cluster (**Fig. 2A**). Third, the proportion of adaptive miRNAs born in the period of 4–30 Myrs is also higher than that in the 30–60 Myrs period. Overall, an excess of new adaptive miRNAs appears to be a decreasing function of time, rather than of particular lineages; hence, their death over time is a simpler explanation.

Because only a small number of new adaptive miRNAs remain active after cycles of evolution through phases of adaptation and degeneration, the repertoire of miRNAs in the *D. melanogaster* genome has been nearly static in 40 Myrs of evolution, with only 0.18 miRNA integrations per Myrs. We should note that this low rate may still be an over-estimate because not all death has been accounted for. This (near) steady state echoes the view of a correlation between morphological complexity and the size of miRNA repertoire [45], as the *Drosophila* genus has been relatively invariant in form since its diversification.

Despite the low integration rate, many new miRNAs continue to emerge and some briefly evolve adaptively before their demise. This “transient utility” is puzzling as gene functions are lost usually through environmental changes (such as vision genes in caves [46]) or redundancies [47]. A possible explanation may be the suggested role of miRNAs in evolutionary canalization [7]. In such a role, the regulators and their targets need not be stringently wired as long as the system remains properly buffered. By this scheme, new miRNAs may emerge to fill in the transiently vacated role created by the shifting interactions between established miRNAs and their targets [7]. They disappear when the role is no longer needed.

A small number of new miRNAs that become integrated into the transcriptional network begin this process in the testis, in parallel with new protein coding genes [48]–[54]. Since sexual selection driving male reproduction is a very potent force of evolution, this expression pattern may not be all that surprising [50], [55]–[58]. In the example of miR-982s, the predicted targets are indeed enriched in genes of male courtship behavior and other male sexual traits (**Table S9**). Once a new miRNA is established, its expression is often broadened to other tissues. Testis may be the beachhead that permits the new miRNA to gradually modulate its expression and interactions with potential targets. In addition, new miRNAs with distinct seeds often emerge in clusters, which presumably facilitate their co-expression [29], [30], [59].

Unlike protein coding genes, miRNAs can easily emerge *de novo*, thanks to their small size, but can often be derived from existing genes as well [60]. The simple structure of miRNAs may permit general inferences on features and dynamics of genic evolution. A previous example is the rate of evolution as a correlate of expression level [61]. It would be interesting to see if the inferred cycles of evolution experienced by new miRNAs are a general process.

## Materials and Methods

### Sample RNA library preparation and sequencing

Total RNA was extracted from *D. simulans* (NC48S) and from *D. pseudoobscura* using TRIzol (Ambion). Ovaries and testes from 3 to 5-day adults were dissected and collected for both NC48S and *D. pseudoobscura*. Imaginal discs including central nerve system (CNS) were dissected from wandering third-instar larva of *D. pseudoobscura*. Small RNA libraries were generated from each RNA sample using Illumina Small RNA Sample Preparation kit, and sequenced with the Illumina HiSeq 2000 at the Beijing Genomics Institute (Shenzhen). The data were deposit at Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession numbers GSM1165052-GSM1165056.

### Data compilation

The publicly available small RNA sequencing reads from four *Drosophila* species (*D. melanogaster*, *D. simulans*, *D. pseudoobscura* and *D. virilis*) were downloaded from GEO database (http://www.ncbi.nlm.nih.gov/geo/, **Table S1**). The miRNA sequences of three *Culicinae* species (*Aedes albopictus*, *A. aegypti* and *Culex quinquefasiatus*) were adopted from two previous small RNA sequencing studies [24], [25]. *Drosophila* genome sequences were retrieved from UCSC (http://genome.ucsc.edu); the Whole Genome Alignment (WGA) and CDS alignment were obtained from 12 *Drosophila* Assembly/Alignment/Annotation (http://rana.lbl.gov/drosophila). The genome versions used were: *D. melanogaster*, dm3; *D. simulans*, droSim1; *D. sechellia*, droSec1; *D. yakuba*, droYak2; *D. erecta*, droEre2; *D. ananassae*, droAna3; *D. pseudoobscura*, dp4; *D. persimilis*, droPer1; *D. willistoni*, droWil1; *D. mojavensis*, droMoj3; *D. virilis*, droVir3; *D. grimshawi*, droGri2. The genome coordinates and sequences of miRNA genes were retrieved from miRBase Release 19 (http://www.mirbase.org). The genome coordinates and sequences of intron, rRNA, tRNA, snRNA and transposon elements were obtained from FlyBase (r5.41, http://flybase.org,)

### Defining canonical miRNAs, mirtrons and miRNA clusters

We defined canonical miRNAs and mirtrons according to Ruby *et al.* [62]. Mirtrons were defined as pre-miRNAs with both 5′ and 3′ ends matching the splicing sites of host introns. The rest of the miRNAs were then classified as canonical miRNAs. When more than three miRNAs were located within a 20 kb region, these miRNAs were considered as a cluster.

### miRNA annotation and expression analysis

Small RNA reads (18–30 nt) were extracted from sequencing data. Firstly, we excluded reads mapped to transposon elements and structural RNAs (rRNA, tRNA and snRNA) using bowtie [63], allowing no mismatch. Next, we annotated novel miRNAs by miRDeep2 [64] with default parameters. 

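Precursors without a miRBase name, which carry a chromosome and a serial number in the deposited lists, made up 108 of the 242 *D. simulans* entries and 150 of the 345 *D. pseudoobscura* entries. Of these, 57 in *D. simulans* and 51 in *D. pseudoobscura* exceeded 200 RPM in at least 1 library. Their summed abundance was 9.34% of the miRNA reads in *D. simulans* ovaries and 22.7% in testes. In *D. pseudoobscura* it was 4.92% in ovaries, 7.87% in testes and 0.0141% in discs with CNS.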

Finally, miRNAs with no read matching miR* were removed following previous practice [23]. We combined novel miRNAs sequences and known miRNA sequences for expression analysis.

For each species, small RNA reads (18–30 nt) were mapped to miRNA precursor sequences using bowtie [63], allowing no mismatch. Each read count was divided by the number of matches to miRNA precursors. 

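This division is visible in the deposited values. Between 73.8% and 83.0% of the entries of a library were whole numbers of estimated reads, and between 95.7% and 100% were whole once multiplied by the same small number of copies, from 1 to 10. Precursors that share all their reads receive identical values. Among the 125 *D. simulans* precursors above 200 RPM, 24 fell into 11 groups with identical values in both libraries, and among the 149 *D. pseudoobscura* precursors 29 fell into 13 such groups.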

The miRNA expression was normalized by total miRNA counts and scaled to reads per million (RPM), as previous described [18].

### Phylogenetic dating of miRNAs

We examined phylogenetic distributions of the *D. melanogaster* miRNAs in three other *Drosophila* species (*D. simulans*, *D. pseudoobscura* and *D. virilis*) and three *Culicinae* species (*Aedes albopictus*, *A. aegypti* and *Culex quinquefasiatus*), where small RNAs have been profiled via deep sequencing [12], [16], [22], [24], [25]. Based on the comprehensive dataset, miRNA homologs were determined by homology search using either the whole genome alignment (WGA) within the *Drosophila* group or BLAST (threshold E<10^−5^) between *Drosophila* species and mosquitoes, and cross-checked with small RNA reads in the species in query (at least one read matching mature and miR*).

The homologous sequences of the *D. melanogaster* miRNA precursors in *D. simulans* (droSim1), *D. pseudoobscura* (dp4) and *D. virilis* (droVir3) were extracted from UCSC pairwise WGAs using LiftOver (http://hgdownload.cse.ucsc.edu/, minMatch = 0.6). The precursors failing to obtain hits in the genomes were subjected to BLASTN search against NCBI trace archives (http://www.ncbi.nlm.nih.gov/Traces/home/). Matched sequences with E-values <10^−5^ were also considered as miRNA homologs and recovered for the analysis below. The WGA output was compared with miRNA annotation by miRDeep2 [64]; miRNA orthologs confirmed by miRDeep2 were retained.

The miRNA precursor sequences in *Aedes albopictus*, *Culex quinquefasiatus* and *A. aegypti* were adopted from the studies of Li *et al.* [24] and Skalsky *et al.* [25]. These sequences were combined and subjected to BLASTN search against miRNA precursors in *D. melanogaster*. The best reciprocal hits with E-values <10^−5^ were retained as the corresponding miRNA homologs in the *Culicinae* lineage.

According to the phylogenetic distribution, maximum parsimony method was used to infer the origination of each miRNA along the main trunk of the phylogenetic tree of *D.melanogaster*, *D. simulans*, *D. pseudoobscura*, *D. virilis* and *Culicinae*. An miRNA is assumed to emerge in the most recent common ancestor of all the species bearing the authentic homologs. The branch lengths of the phylogenetic tree (in Myrs) were adopted from previous estimations [27], [65], [66]. The 238 miRNAs were classified into five age groups, corresponding to the time intervals of 0–4 Myrs, 4–30 Myrs, 30–60 Myrs, 60–250 Myrs and >250 Myrs.

### Genealogy of miR-982s in *Drosophila* species

The genomic coordinates and precursor sequences of dme-miR-982/303/983-1/983-2/984 and dsi-miR-982c/2582b/982b/2582a/982a/303/983 were retrieved from miRBase (Release v19). Based on the WGA of 12 *Drosophila* genomes [27], genomic sequence of the whole miR-982s cluster (∼9 Kb) in *D. melanogaster* (dm3) was extracted and used as a query to search against the other 11 *Drosophila* genomes using BLAT [67] with an E-value threshold of 0.001. We only detected hits in *D. simulans*, *D. sechellia*, *D. yakuba* and *D. erecta*, indicating that miR-982s is specific to the *melanogaster* subgroup. Homologous sequences of the miR-982s cluster from the five species were aligned using MUSCLE [68]. Homologs of miR-982s members in each species were identified using BLAST with the query of known precursor sequences (miRBase Release v19) and an E-value threshold of 0.001. The hits were further inspected in the alignment of the whole miR-982s cluster. The phylogenetic tree of each family of miR-982, miR-2582, miR-303, and miR-983 was reconstructed using the maximum likelihood method as implemented in MEGA 5.0 [69].

To validate the existence of miR-982s members in *D. yakuba* and *D. erecta*, we first predicted the secondary structure and thermo-stability of each miRNA homolog using RNAfold (http://rna.tbi.univie.ac.at/) with the default parameters [70]. A good hairpin with minimum free energy (MFE) >15 kcal/mol was considered as a potential miRNA candidate. There were four such candidates: dya-miR-2582-anc, dya-miR-303-anc, der-miR-982-anc, and der-miR-983-anc, where “anc” indicates ancestor. Then, we validated the expression of each candidate by amplifying the potential miRNA precursor from cDNA because the mature miRNA is hard to define. Total RNAs were extracted from testes of *D. yakuba* and *D. erecta* using TRIzol (Ambion) and treated with TURBO DNase Kit (Ambion). 0.5 ug RNA was reverse transcribed (RT) in a 20 ul reaction volume using PrimeScript II 1st Strand cDNA Synthesis Kit (TaKaRa). 1 ul RT products were used for PCR with Ex Taq DNA Polymerase (TaKaRa). PCR primers used are listed in **Table S10**.

### Population genetic analysis of miR-982s in *D. melanogaster* and *D. simulans*

A total of 25 *D.simulans* lines and 42 *D.melanogaster* lines, including 29 M lines and 13 Z lines, were used for population sequencing of the miR-982s cluster. The fly strains used were listed in **Table S4**. The genomic sequences of *D.simulans* (droSim1) and *D.melanogaster* (dm3) were used to design primer pairs that amplify a ∼8 Kb region spanning the whole miR-982s cluster and ∼1.5 Kb each of the upstream and downstream flanking regions. The PCR product of each primer set was designed to be about 2 Kb in length and overlapped with each other by at least 300 bp. The primers used are listed in **Table S10** and their genomic coordinates are displayed in **Fig. S5**. PCR was carried out using LA Taq DNA Polymerase (TaKaRa). PCR products were subject to direct sequencing or clone sequencing on an ABI 3730xl DNA Analyzer (Applied Biosystems). DNA sequences were assembled using SeqMan software (DNASTAR Inc., USA) and aligned using MUSCLE [68] with manual inspection. Haplotypes were inferred with the PHASE program when heterozygous sites were present [71]. The sequences obtained in this study have been deposited in GenBank under the accession numbers JX648211-JX648278.

Using the population sequencing data, several methods were used to detect positive selection of miR-982s in *D. melanogaster* and *D.simulans*, respectively. First, MK tests were applied on each member of miR-982s based on the divergence between *D. melanogaster* and *D.simulans* consensus sequences and polymorphism within either species. Each miRNA precursor was tested against a 1 kb region about 1.5 kb upstream of the 5′ end of miR-982s. Second, sliding window analysis of divergence and polymorphism was applied to the whole miR-982s cluster and its flanking region. The divergence was calculated using Kimura's 2-parameter model [72] based on the genomic sequences of *D. simulans* (droSim1) and *D. melanogaster* (dm3). The polymorphism within either species was estimated using the method described previously [35], [36], [73], [74]. *D. simulans* (droSim1) and *D. melanogaster* (dm3) were used as the outgroup for each other reciprocally, in order to polarize the derived alleles. The window size is 100 bp and the step width is 25 bp. Finally, based on our miR-982s population data or DPGP2 data (see below) [41], the pattern of population differentiation (Fst) between Z and M lines was estimated for each miRNA precursor using Weir's method [40].

### Analysis of the evolutionary fate of miRNAs

We used the McDonald-Kreitman test (MK test) [32] framework to detect positive selection in miRNAs from each age group based on the polymorphisms within *D. melanogaster* and the divergence between *D. melanogaster* and *D. simulans*. Precursor or mature sequences of each miRNA group were combined and treated as the functional category, while the 4-fold degenerate sites in the whole genome were used as the neutral control. The divergence is calculated by counting the number of changed nucleotide sites between *D. melanogaster* (dm3) and *D. simulans* (droSim1) based on the UCSC whole genome alignment. Polymorphism data was retrieved from *Drosophila* Population Genomics Project (DPGP, http://www.dpgp.org/, release 1.0). SNPs that were detected on more than thirty individuals and exhibited a derived allele frequency (DAF) >5% were used for the MK test.

The proportion of adaptively fixed mutations (α) was estimated as previously described [75]. To estimate the evolutionary fate of each miRNA, we first screened for adaptive miRNAs among the 238 candidates by using each miRNA's precursor together with the 50 bp flanking sequences on both sides as the functional sites. The *p*-values of multiple MK tests were adjusted by the Benjamini-Hochberg method [76] and the adaptive significance of each candidate is re-validated by using the precursor alone in the MK test. We then identified the conservative miRNAs by comparing the number of substitutions in the miRNA precursors (K_miR_) with the number of substitutions in the synonymous sites (K_S_) between *D.melanogaster* and *D.simulans*. miRNAs with K_miR_/K_S_<0.5 were considered to be conservatively evolving. Kimura's 2-parameter model [72] and the Nei-Gojobori model [77] were used to calculate K_miR_ and K_S_, respectively. Finally, excluding the adaptive and conservative miRNAs, the remaining were considered to be in transition between adaptive to conservative/death.

### Evolutionary analysis of miRNA expression patterns

Data processing of small RNA deep sequencing libraries from different development stages and tissues of *D. melanogaster* [12], [16], [18]–[21], [23] was conducted as described above. The read counts of each miRNAs were normalized to Reads Per Million (RPM), which is the read number of each miRNA per million mapped reads in each library. The normalized counts were log2 transformed and subject to hierarchical clustering using R package heatmap2.

### Target prediction of miR-982s and functional annotation

miR-982s targets were predicted by seed match using TargetScan (v5.0 http://www.targetscan.org/fly_12/) [5]. Taking all the miRNA members together, 1,002 targets were obtained in *D. melanogaster* and 3,563 in *D. simulans*, of which 454 were shared by both species. We used DAVID to perform a Gene Ontology (GO) enrichment test for the predicted targets in the two species (DAVID v6.7, http://david.abcc.ncifcrf.gov/) [78]. Only the GO terms for biological processes were used for the enrichment test.

## Supporting Information

Figure S1 The verification of the existence of miR-982s members in *D. yakuba* or *D. erecta*. (**A**) Prediction of secondary structures for the ancestral miRNA candidates. For miR-2582 and miR-303, homologous sequences in *D. yakuba* were used; for miR-982 and miR-983, homologous sequences in *D. erecta* were used. Minimum free energy is labeled below each precursor. (**B**) Gel analysis of potential expression of the candidate miRNA precursors in **Fig. S1A**. RT-PCR was conducted using total RNA extracted from testes of *D. yakuba* (for miR-2582/303) or *D.erecta* (for miR-982/983).
(PDF) Click here for additional data file.

Figure S2 Multiple sequence alignment of miRNA families in miR-982s. (A) miR-2582 family, (B) miR-982 family, (C) miR-303 family and (D) miR-983 family. The consensus secondary structures were denoted above the alignments.
(PDF) Click here for additional data file.

Figure S3 Genealogies and analysis of secondary structures of miR-982s. (A) miR-2582 family, (B) miR-982 family, (C) miR-303 family and (D) miR-983 family. Genealogical trees were constructed using maximum likelihood method implemented in MEGA 5.0 [69]. Secondary structures of homologus miRNA sequences were predicted using RNAfold (http://rna.tbi.univie.ac.at/) with the default parameters [70]. Estimated minimal free energy (MFE) is labeled for each hairpin. Color bar indicates base-pairing probabilities (or the probability of being unpaired in the unpaired regions).
(PDF) Click here for additional data file.

Figure S4 Sliding window analysis of divergence and polymorphism of miR-982s (window size = 100, step = 25). Gene structures are illustrated below the window with orange blocks for miRNA genes, grey blocks for exons of *CG3626* and dash lines for alignment gaps. (**A**) Divergence between *D. melanogaster* and *D. simulans*. The upper and lower lines indicate gene structures of miR-982s in *D. melanogaster* and *D. simulans*, respectively. Orange blocks denote dme-miR-982, dme-miR-303, dme-miR-983-1, dme-miR-983-2 and dme-miR-984 in *D. melanogaster*, and dsi-miR-982c, dsi-miR-2582b, dsi-miR-982b, dsi-miR-2582a, dsi-miR-982a, dsi-miR-303 and dsi-miR-983 in *D. simulans*. (**B**) Polymorphism in *D. melanogaster*. Gene structure is indicated as the upper line in (**A**). (**C**) Polymorphism in *D. simulans*. Gene structure is indicated as the lower line in (**A**).
(PDF) Click here for additional data file.

Figure S5 Primer design of miR-982s for PCR amplification and sequencing. Blue ticks denote the positions of primers. Red ticks denote miRNA genes.
(PDF) Click here for additional data file.

Table S1 The GEO accession numbers of the small RNA libraries used in this study.
(PDF) Click here for additional data file.

Table S2 Normalized miRNA expression (RPM) in different tissues and developmental stages of *D. melanogaster*. Small RNA sequencing data were retrieved from GEO database as listed in Table S1.
(XLSX) Click here for additional data file.

Table S3 miRNAs clustered in miR-982s, miR-310s, and miR-972s in *D. melanogaster*.
(PDF) Click here for additional data file.

Table S4 Fly strains used for population sequencing of the miR-982s cluster.
(PDF) Click here for additional data file.

Table S5 Estimates of proportions of selection regimes on different classes of miRNA genes. Both canonical miRNAs and mirtrons from different age groups were classified into two subgroups according to their expression levels: low (≤200 RPM) and high (>200 PRM). The number of genes in each category is given in the parentheses. D, divergence between *D. melanogaster* and *D. simulans*; P, polymorphism in populations of *D. melanogaster* (DPGP); DAF, derived allele frequency; α, the fraction of adaptive fixations; b, the fraction of new mutants that are weakly deleterious; d, the fraction of new mutants that are strongly deleterious; f, the expected number of neutral segregating sites.
(PDF) Click here for additional data file.

Table S6 Fst of each miRNA from miR-982s between M-line and Z-line.
(PDF) Click here for additional data file.

Table S7 K_miR_/K_S_ of the older miRNAs (60–250 Myrs) that have been evolving rapidly between *D. melanogaster* and *D. simulans*. The common ancestral sequences of *D. melanogaster* and *D. simulans* are inferred from *D. yakuba* and *D. erecta*.
(PDF) Click here for additional data file.

Table S8 Age and evolutionary mode of the 136 highly expressed, canonical miRNAs analyzed in this study.
(PDF) Click here for additional data file.

Table S9 GO enrichment of the predicted target genes of miR-982s in *D. melanogaster* and *D. simulans*. Targets were predicted by seed match using TargetScan (v5.0 http://www.targetscan.org/fly_12/) [5].
(PDF) Click here for additional data file.

Table S10 PCR primers of the miR-982s cluster.
(PDF) Click here for additional data file.

Text S1 Interpretation of McDonald-Kreitman test result.
(PDF) Click here for additional data file.

Text S2 An alternative explanation for expression evolution of new and old miRNAs.
(PDF) Click here for additional data file.

Text S3 The evolution of miR-982s, miR-310s and miR-972s expression.
(PDF) Click here for additional data file.

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S1 — The GEO accession numbers of the small RNA libraries used in this study.

**Table S1. The GEO accession numbers of the small RNA libraries used in this study.**

| <b>GEO accession</b> | <b>Species</b>                 | <b>Tissues/Development stages</b>         | <b>Platform</b> | <b>Sources</b>           |
|----------------------|--------------------------------|-------------------------------------------|-----------------|--------------------------|
| GSM180328            | <i>Drosophila melanogaster</i> | adult heads (female heads, male heads)    | 454             | Ruby <i>et al.</i> 2007  |
| GSM180329            | <i>Drosophila melanogaster</i> | adult bodies (female bodies, male bodies) | 454             | Ruby <i>et al.</i> 2007  |
| GSM180330            | <i>Drosophila melanogaster</i> | very early embryo (0-1)                   | 454             | Ruby <i>et al.</i> 2007  |
| GSM180331            | <i>Drosophila melanogaster</i> | early embryo (2-6)                        | 454             | Ruby <i>et al.</i> 2007  |
| GSM180332            | <i>Drosophila melanogaster</i> | mid embryo (6-10)                         | 454             | Ruby <i>et al.</i> 2007  |
| GSM180333            | <i>Drosophila melanogaster</i> | late embryo (12-24)                       | 454             | Ruby <i>et al.</i> 2007  |
| GSM180334            | <i>Drosophila melanogaster</i> | larvae: 1st instar and 3rd instars        | 454             | Ruby <i>et al.</i> 2007  |
| GSM180335            | <i>Drosophila melanogaster</i> | larval brain/gonads/imaginal discs        | 454             | Ruby <i>et al.</i> 2007  |
| GSM180336            | <i>Drosophila melanogaster</i> | pupae: 0-1 day, 0-2 day, 2-4 day          | 454             | Ruby <i>et al.</i> 2007  |
| GSM180337            | <i>Drosophila melanogaster</i> | tissue culture cells (S2 only)            | 454             | Ruby <i>et al.</i> 2007  |
| GSM246084            | <i>Drosophila melanogaster</i> | adult male heads                          | 454             | Lu <i>et al.</i> 2008    |
| GSM280082            | <i>Drosophila melanogaster</i> | adult ovaries from 2-4 day old flies      | solexa          | Czech <i>et al.</i> 2008 |
| GSM280085            | <i>Drosophila melanogaster</i> | adult testes from 2-4 day old flies       | solexa          | Czech <i>et al.</i> 2008 |
| GSM280088            | <i>Drosophila melanogaster</i> | S2cell (AGO1IP)                           | solexa          | Czech <i>et al.</i> 2008 |
| GSM385744            | <i>Drosophila melanogaster</i> | OSS cell replicates 1                     | solexa          | Lau <i>et al.</i> 2009   |
| GSM385748            | <i>Drosophila melanogaster</i> | OSS cell replicates 2                     | solexa          | Lau <i>et al.</i> 2009   |
| GSM385821            | <i>Drosophila melanogaster</i> | OSS cell replicates 3                     | solexa          | Lau <i>et al.</i> 2009   |
| GSM385822            | <i>Drosophila melanogaster</i> | OSS cell replicates 4                     | solexa          | Lau <i>et al.</i> 2009   |
| GSM275691            | <i>Drosophila melanogaster</i> | larval brain/gonads/imaginal discs        | solexa          | Chung <i>et al.</i> 2008 |
| GSM286613            | <i>Drosophila melanogaster</i> | 0-1hr embryo replicates 2                 | solexa          | Chung <i>et al.</i> 2008 |
| GSM286604            | <i>Drosophila melanogaster</i> | 0-1hr embryo replicates 1                 | solexa          | Chung <i>et al.</i> 2008 |
| GSM286605            | <i>Drosophila melanogaster</i> | 2-6hr embryo replicates 1                 | solexa          | Chung <i>et al.</i> 2008 |
| GSM286606            | <i>Drosophila melanogaster</i> | 2-6hr embryo replicates 2                 | solexa          | Chung <i>et al.</i> 2008 |
| GSM286607            | <i>Drosophila melanogaster</i> | 6-10hr embryo replicates 1                | solexa          | Chung <i>et al.</i> 2008 |
| GSM286611            | <i>Drosophila melanogaster</i> | 6-10hr embryo replicates 2                | solexa          | Chung <i>et al.</i> 2008 |
| GSM286602            | <i>Drosophila melanogaster</i> | adult male body                           | solexa          | Chung <i>et al.</i> 2008 |
| GSM286603            | <i>Drosophila melanogaster</i> | adult female body                         | solexa          | Chung <i>et al.</i> 2008 |
| GSM240749            | <i>Drosophila melanogaster</i> | adult female head                         | solexa          | Chung <i>et al.</i> 2008 |
| GSM286601            | <i>Drosophila melanogaster</i> | adult male head                           | solexa          | Chung <i>et al.</i> 2008 |
| GSM364902            | <i>Drosophila melanogaster</i> | 12-24hr embryo                            | solexa          | modENCODE                |
| GSM322245            | <i>Drosophila melanogaster</i> | 3rd instar larvae replicates 2            | solexa          | modENCODE                |
| GSM322208            | <i>Drosophila melanogaster</i> | 3rd instar larvae replicates 1            | solexa          | modENCODE                |
| GSM322219            | <i>Drosophila melanogaster</i> | 2-4 day old pupae replicates 1            | solexa          | modENCODE                |
| GSM322338            | <i>Drosophila melanogaster</i> | 2-4 day old pupae replicates 2            | solexa          | modENCODE                |
| GSM399105            | <i>Drosophila melanogaster</i> | larval brain/gonads/imaginal discs        | solexa          | modENCODE                |
| GSM360256            | <i>Drosophila melanogaster</i> | 1st instar larvae replicates 1            | solexa          | modENCODE                |
| GSM360257            | <i>Drosophila melanogaster</i> | 1st instar larvae replicates 2            | solexa          | modENCODE                |

|            |                                 |                                      |        |                              |
|------------|---------------------------------|--------------------------------------|--------|------------------------------|
| GSM360260  | <i>Drosophila melanogaster</i>  | 0-1 day old pupae                    | solexa | modENCODE                    |
| GSM360262  | <i>Drosophila melanogaster</i>  | 0-2 day old pupae                    | solexa | modENCODE                    |
| GSM322533  | <i>Drosophila melanogaster</i>  | adult female head                    | solexa | modENCODE                    |
| GSM322543  | <i>Drosophila melanogaster</i>  | adult male head                      | solexa | modENCODE                    |
| GSM399106  | <i>Drosophila melanogaster</i>  | adult female body                    | solexa | modENCODE                    |
| GSM399107  | <i>Drosophila melanogaster</i>  | adult male body                      | solexa | modENCODE                    |
| GSM1165052 | <i>Drosophila simulans</i>      | adult ovaries from 3-5 day old flies | solexa | this study                   |
| GSM1165053 | <i>Drosophila simulans</i>      | adult testes from 3-5 day old flies  | solexa | this study                   |
| GSM343915  | <i>Drosophila simulans</i>      | pooled 0-12 and 12-24 hour embryos   | solexa | Berezikov <i>et al.</i> 2010 |
| GSM246085  | <i>Drosophila simulans</i>      | adult male heads                     | 454    | Lu <i>et al.</i> 2008        |
| GSM1165054 | <i>Drosophila pseudoobscura</i> | adult ovaries from 3-5 day old flies | solexa | this study                   |
| GSM1165055 | <i>Drosophila pseudoobscura</i> | adult testes from 3-5 day old flies  | solexa | this study                   |
| GSM1165056 | <i>Drosophila pseudoobscura</i> | larval brains and imaginal discs     | solexa | this study                   |
| GSM343916  | <i>Drosophila pseudoobscura</i> | pooled 0-12 and 12-24 hour embryos   | solexa | Berezikov <i>et al.</i> 2010 |
| GSM444067  | <i>Drosophila pseudoobscura</i> | head                                 | solexa | Berezikov <i>et al.</i> 2010 |
| GSM246086  | <i>Drosophila pseudoobscura</i> | adult male heads                     | 454    | Lu <i>et al.</i> 2008        |
| GSM548599  | <i>Drosophila virilis</i>       | testes from Argentina strain         | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548600  | <i>Drosophila virilis</i>       | ovaries from Argentina strain        | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548603  | <i>Drosophila virilis</i>       | 0-2hr embryos from 160 strain        | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548610  | <i>Drosophila virilis</i>       | testes from 9 strain                 | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548613  | <i>Drosophila virilis</i>       | ovaries from 9 strain                | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548623  | <i>Drosophila virilis</i>       | testes from 160 strain               | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548627  | <i>Drosophila virilis</i>       | 0-2hr embryos from 9 strain          | solexa | Rozhkov <i>et al.</i> 2010   |
| GSM548628  | <i>Drosophila virilis</i>       | ovaries from 160 strain              | solexa | Rozhkov <i>et al.</i> 2010   |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S3 — miRNAs clustered in miR-982s, miR-310s, and miR-972s in D. melanogaster.

**Table S3. miRNAs clustered in miR-982s, miR-310s, and miR-972s in *D. melanogaster*.**

| cluster  | miRNA         | age           |
|----------|---------------|---------------|
| miR-982s | dme-miR-984   | 0 - 4 Myrs    |
|          | dme-miR-983-2 | 0 - 4 Myrs    |
|          | dme-miR-983-1 | 4 - 30 Myrs   |
|          | dme-miR-303   | 4 - 30 Myrs   |
|          | dme-miR-982   | 4 - 30 Myrs   |
| miR-310s | dme-miR-992   | 4 - 30 Myrs   |
|          | dme-miR-991   | 30 - 60 Myrs  |
|          | dme-miR-2498  | 4 - 30 Myrs   |
|          | dme-miR-313   | 60 - 250 Myrs |
|          | dme-miR-312   | 30 - 60 Myrs  |
|          | dme-miR-311   | 60 - 250 Myrs |
|          | dme-miR-310   | 60 - 250 Myrs |
| miR-972s | dme-miR-972   | 4 - 30 Myrs   |
|          | dme-miR-973   | 60 - 250 Myrs |
|          | dme-miR-974   | 60 - 250 Myrs |
|          | dme-miR-2499  | 4 - 30 Myrs   |
|          | dme-miR-4966  | 0 - 4 Myrs    |
|          | dme-miR-975   | 60 - 250 Myrs |
|          | dme-miR-976   | 60 - 250 Myrs |
|          | dme-miR-977   | 60 - 250 Myrs |
|          | dme-miR-978   | 4 - 30 Myrs   |
|          | dme-miR-979   | 0 - 4 Myrs    |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S4 — Fly strains used for population sequencing of the miR-982s cluster.

**Table S4. Fly strains used for population sequencing of the miR-982s cluster.**

| ID                           | Origin                     |
|------------------------------|----------------------------|
| <i>D.melanogaster</i> M line |                            |
| mm1                          | North Carolina, USA        |
| mm17                         | North Carolina, USA        |
| mm131                        | North Carolina, USA        |
| mm140                        | North Carolina, USA        |
| M-97                         | Miami, USA                 |
| M-103                        | Miami, USA                 |
| Floral city#13               | Florida, USA               |
| Oahu                         | Oahu, Hawaii               |
| CanS, Canton, OH             | Canton, Ohio, USA          |
| Ica                          | Peru                       |
| EC158                        | Ecuador                    |
| EC175                        | Ecuador                    |
| FrV2-1                       | France                     |
| FrV3-1                       | France                     |
| HB99                         | Australia                  |
| FR8                          | Australia                  |
| Yv101                        | Australia                  |
| SFS2-11                      | Israel                     |
| SFS2-15                      | Israel                     |
| NFS6-3                       | Israel                     |
| NFS6-7                       | Israel                     |
| NFS6-10                      | Israel                     |
| Hg84(2)                      | Highgrove, California, USA |
| Hg84(3)                      | Highgrove, California, USA |
| India female weak Mysore     | India                      |
| QD-12                        | Japan                      |
| QD-18                        | Japan                      |
| TWN-9                        | Taiwan                     |
| TWN-38                       | Taiwan                     |
| <i>D.melanogaster</i> Z line |                            |
| Zs2                          | Sangawa, Zimbabwe          |
| Zs8                          | Sangawa, Zimbabwe          |
| Zs11                         | Sangawa, Zimbabwe          |
| Zs30(xz)                     | Sangawa, Zimbabwe          |
| Zs53(xz)                     | Sangawa, Zimbabwe          |
| Zs56                         | Sangawa, Zimbabwe          |
| ZH12                         | Harare, Zimbabwe           |
| ZH16                         | Harare, Zimbabwe           |
| ZH18                         | Harare, Zimbabwe           |

|                       |                       |
|-----------------------|-----------------------|
| ZH21                  | Harare, Zimbabwe      |
| ZH34                  | Harare, Zimbabwe      |
| mw28                  | Malawi, Africa        |
| mw56                  | Malawi, Africa        |
| <i>D.simulans</i>     |                       |
| Davis, CA             | Davis, CA             |
| Morro Bay, CA         | Morro Bay, CA         |
| Floral City, FL       | Floral City, FL       |
| Latana, FL            | Latana, FL            |
| Hawaii                | Hawaii                |
| CookIS, Pacific Ocean | CookIS, Pacific Ocean |
| Reunion, Indian Ocean | Reunion, Indian Ocean |
| Arimiddle Woods, Aus  | Australia             |
| Canner Rive, Aus      | Australia             |
| Eden32, Aus           | Australia             |
| Kyogle4, Aus          | Australia             |
| Morya2, Aus           | Australia             |
| N.Caled48s            | Australia             |
| New Guinea            | New Guinea            |
| Lima                  | Lima, Peru            |
| Tamiaguadala          | Tamiaguadala, Mexico  |
| Trinidad              | Trinidad              |
| W54                   | France                |
| W60                   | Mishima Japan         |
| W62                   | Ogasawana Japan       |
| W89                   | Kenya                 |
| W81                   | Madagascar            |
| Sim6                  | -                     |
| C167.4                | -                     |
| MD106TS               | -                     |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S6 — Fst of each miRNA from miR-982s between M-line and Z-line.

**Table S6. Fst of each miRNA from miR-982s between M-line and Z-line**

| <b>miRNA</b>  | <b>Fst</b> |
|---------------|------------|
| dme-miR-984   | 0.318      |
| dme-miR-983-2 | 0.0615     |
| dme-miR-983-1 | 0.0189     |
| dme-miR-303   | 0.252      |
| dme-miR-982   | 0.000      |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S7 — KmiR/KS of the older miRNAs (60–250 Myrs) that have been evolving rapidly between D. melanogaster and D. simulans. The common ancestral sequences of D. melanogaster and D. simulans are inferred from D. yakuba and D. erecta.

**Table S7.  $K_{\text{miR}}$  /  $K_s$  of the older miRNAs (60-250 Myrs) that have been evolving rapidly between *D. melanogaster* and *D. simulans*.** The common ancestral sequences of *D. melanogaster* and *D. simulans* are inferred from *D. yakuba* and *D. erecta*.

| miRNA       | $K_{\text{miR}}$ / $K_s$<br>( <i>D. mel</i> vs the common ancestor<br>of <i>D. mel</i> and <i>D. sim</i> ) | $K_{\text{miR}}$ / $K_s$<br>( <i>D. sim</i> vs the common ancestor<br>of <i>D. mel</i> and <i>D. sim</i> ) |
|-------------|------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| dme-mir-311 | 0.814                                                                                                      | 0.194                                                                                                      |
| dme-mir-313 | 0.475                                                                                                      | 1.231                                                                                                      |
| dme-mir-964 | 0.680                                                                                                      | 0.140                                                                                                      |
| dme-mir-973 | 0.511                                                                                                      | 1.676                                                                                                      |
| dme-mir-974 | 0.676                                                                                                      | 0.862                                                                                                      |
| dme-mir-975 | 0.184                                                                                                      | 0.943                                                                                                      |
| dme-mir-976 | 0.346                                                                                                      | 0.743                                                                                                      |
| dme-mir-977 | 0.687                                                                                                      | 1.290                                                                                                      |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S9 — GO enrichment of the predicted target genes of miR-982s in D. melanogaster and D. simulans. Targets were predicted by seed match using TargetScan (v5.0 http://www.targetscan.org/fly_12/) [5].

**Table S9. GO enrichment of predicted target genes of miR-982s in *D. melanogaster* and *D. simulans*.** Targets were predicted by seed match using TargetScan (v5.0 [http://www.targetscan.org/fly\\_12/](http://www.targetscan.org/fly_12/))

*D. melanogaster*

| Term                                                                             | P-value     | Fold Enrichment |
|----------------------------------------------------------------------------------|-------------|-----------------|
| GO:0048580~regulation of post-embryonic development                              | 0.025907537 | 11.12663551     |
| GO:0040034~regulation of development, heterochronic                              | 0.018457496 | 6.743415463     |
| GO:0007584~response to nutrient                                                  | 0.005369981 | 6.62299733      |
| GO:0048065~male courtship behavior, veined wing extension                        | 0.02953808  | 5.70596693      |
| GO:0045197~establishment or maintenance of epithelial cell apical/basal polarity | 0.02013444  | 4.636098131     |
| GO:0009991~response to extracellular stimulus                                    | 0.009563521 | 4.450654206     |
| GO:0031667~response to nutrient levels                                           | 0.009563521 | 4.450654206     |
| GO:0007030~Golgi organization                                                    | 0.023843144 | 4.415331553     |
| GO:0016203~muscle attachment                                                     | 0.037313864 | 3.863415109     |
| GO:0007530~sex determination                                                     | 0.042599643 | 3.708878505     |
| GO:0035088~establishment or maintenance of apical/basal cell polarity            | 0.048285081 | 3.566229331     |
| GO:0006576~biogenic amine metabolic process                                      | 0.037717021 | 3.179038718     |
| GO:0009309~amine biosynthetic process                                            | 0.038820176 | 2.761930801     |
| GO:0045664~regulation of neuron differentiation                                  | 0.02468091  | 2.747317411     |
| GO:0050767~regulation of neurogenesis                                            | 0.02649637  | 2.491037802     |
| GO:0016311~dephosphorylation                                                     | 0.013843041 | 2.211716539     |
| GO:0051056~regulation of small GTPase mediated signal transduction               | 0.029073381 | 2.170088487     |
| GO:0042048~olfactory behavior                                                    | 0.031001251 | 2.14724545      |
| GO:0007422~peripheral nervous system development                                 | 0.046243933 | 2.107317332     |
| GO:0007635~chemosensory behavior                                                 | 0.03395266  | 2.023024639     |

*D. simulans*

| Term                                                                                | P-value     | Fold Enrichment |
|-------------------------------------------------------------------------------------|-------------|-----------------|
| GO:0042387~plasmacyte differentiation                                               | 0.027146793 | 4.998110831     |
| GO:0035209~pupal development                                                        | 0.027146793 | 4.998110831     |
| GO:0007432~salivary gland boundary specification                                    | 9.79E-07    | 4.331696054     |
| GO:0007451~dorsal/ventral lineage restriction, imaginal disc                        | 0.016905841 | 4.165092359     |
| GO:0046667~compound eye retinal cell programmed cell death                          | 0.016905841 | 4.165092359     |
| GO:0006898~receptor-mediated endocytosis                                            | 8.56E-04    | 3.998488665     |
| GO:0070304~positive regulation of stress-activated protein kinase signaling pathway | 0.003044561 | 3.887419535     |
| GO:0043410~positive regulation of MAPKKK cascade                                    | 0.003044561 | 3.887419535     |
| GO:0046330~positive regulation of JNK cascade                                       | 0.003044561 | 3.887419535     |
| GO:0010740~positive regulation of protein kinase cascade                            | 0.001947101 | 3.634989695     |

|                                                            |             |             |
|------------------------------------------------------------|-------------|-------------|
| GO:0042133~neurotransmitter metabolic process              | 0.033250101 | 3.570079165 |
| GO:0035073~pupariation                                     | 0.033250101 | 3.570079165 |
| GO:0043112~receptor metabolic process                      | 0.033250101 | 3.570079165 |
| GO:0042688~crystal cell differentiation                    | 0.033250101 | 3.570079165 |
| GO:0035111~leg joint morphogenesis                         | 0.003869515 | 3.332073887 |
| GO:0022407~regulation of cell-cell adhesion                | 0.019498262 | 3.332073887 |
| GO:0007041~lysosomal transport                             | 0.002370883 | 3.213071249 |
| GO:0040034~regulation of development, heterochronic        | 0.011584705 | 3.180615984 |
| GO:0007034~vacuolar transport                              | 8.96E-04    | 3.054401064 |
| GO:0048645~organ formation                                 | 1.85E-07    | 2.998866499 |
| GO:0035078~induction of programmed cell death by ecdysone  | 0.032668694 | 2.998866499 |
| GO:0035161~imaginal disc lineage restriction               | 0.032668694 | 2.998866499 |
| GO:0048859~formation of anatomical boundary                | 7.47E-08    | 2.953429128 |
| GO:0007416~synaptogenesis                                  | 3.41E-04    | 2.953429128 |
| GO:0035285~appendage segmentation                          | 0.00254843  | 2.940065195 |
| GO:0035286~leg segmentation                                | 0.00254843  | 2.940065195 |
| GO:0010160~formation of organ boundary                     | 1.56E-06    | 2.893643113 |
| GO:0007370~ventral furrow formation                        | 0.011524722 | 2.856063332 |
| GO:0007479~leg disc proximal/distal pattern formation      | 0.006936849 | 2.811437343 |
| GO:0035223~leg disc pattern formation                      | 0.006936849 | 2.811437343 |
| GO:0050770~regulation of axonogenesis                      | 0.004201044 | 2.77672824  |
| GO:0042386~hemocyte differentiation                        | 0.004201044 | 2.77672824  |
| GO:0007427~epithelial cell migration, open tracheal system | 1.37E-04    | 2.75757839  |
| GO:0010631~epithelial cell migration                       | 1.37E-04    | 2.75757839  |
| GO:0045610~regulation of hemocyte differentiation          | 0.001561972 | 2.726242272 |
| GO:0001710~mesodermal cell fate commitment                 | 0.017937059 | 2.66565911  |
| GO:0048333~mesodermal cell differentiation                 | 0.017937059 | 2.66565911  |
| GO:0001667~ameboidal cell migration                        | 1.38E-04    | 2.655246379 |
| GO:0048584~positive regulation of response to stimulus     | 0.010837665 | 2.646058675 |
| GO:0035050~embryonic heart tube development                | 0.010837665 | 2.646058675 |
| GO:0007016~cytoskeletal anchoring at plasma membrane       | 0.010837665 | 2.646058675 |
| GO:0048741~skeletal muscle fiber development               | 0.002458278 | 2.607709999 |
| GO:0007528~neuromuscular junction development              | 0.002458278 | 2.607709999 |
| GO:0035110~leg morphogenesis                               | 5.23E-05    | 2.56313376  |
| GO:0050808~synapse organization                            | 5.05E-05    | 2.499055416 |
| GO:0001763~morphogenesis of a branching structure          | 5.05E-05    | 2.499055416 |
| GO:0035108~limb morphogenesis                              | 8.11E-05    | 2.499055416 |
| GO:0060173~limb development                                | 8.11E-05    | 2.499055416 |
| GO:0031344~regulation of cell projection organization      | 1.30E-04    | 2.499055416 |
| GO:0010975~regulation of neuron projection development     | 8.78E-04    | 2.499055416 |
| GO:0010769~regulation of cell morphogenesis involved in    | 8.78E-04    | 2.499055416 |

|                                                                   |             |             |
|-------------------------------------------------------------------|-------------|-------------|
| differentiation                                                   |             |             |
| GO:0008345~larval locomotory behavior                             | 0.026492778 | 2.499055416 |
| GO:0035146~tube fusion                                            | 0.026492778 | 2.499055416 |
| GO:0035147~branch fusion, open tracheal system                    | 0.026492778 | 2.499055416 |
| GO:0030239~myofibril assembly                                     | 0.043659414 | 2.499055416 |
| GO:0032012~regulation of ARF protein signal transduction          | 0.043659414 | 2.499055416 |
| GO:0055001~muscle cell development                                | 4.79E-05    | 2.443520851 |
| GO:0055002~striated muscle cell development                       | 4.79E-05    | 2.443520851 |
| GO:0048754~branching morphogenesis of a tube                      | 1.97E-04    | 2.434977072 |
| GO:0060446~branching involved in open tracheal system development | 1.97E-04    | 2.434977072 |
| GO:0048747~muscle fiber development                               | 0.00131031  | 2.418440725 |
| GO:0007480~imaginal disc-derived leg morphogenesis                | 0.002107887 | 2.412881091 |
| GO:0035127~post-embryonic limb morphogenesis                      | 0.002107887 | 2.412881091 |
| GO:0048332~mesoderm morphogenesis                                 | 0.003394287 | 2.406497808 |
| GO:0007469~antennal development                                   | 0.008831534 | 2.390400832 |
| GO:0060562~epithelial tube morphogenesis                          | 1.83E-04    | 2.380052777 |
| GO:0007449~proximal/distal pattern formation, imaginal disc       | 0.014273482 | 2.380052777 |
| GO:0035162~embryonic hemopoiesis                                  | 0.023102581 | 2.367526183 |
| GO:0035218~leg disc development                                   | 4.17E-05    | 2.352052156 |
| GO:0007303~cytoplasmic transport, nurse cell to oocyte            | 0.037451356 | 2.352052156 |
| GO:0035109~imaginal disc-derived limb morphogenesis               | 0.003048077 | 2.332451721 |
| GO:0001707~mesoderm formation                                     | 0.007798783 | 2.306820384 |
| GO:0016203~muscle attachment                                      | 0.01247673  | 2.290800798 |
| GO:0007478~leg disc morphogenesis                                 | 0.004303132 | 2.257211343 |
| GO:0008593~regulation of Notch signaling pathway                  | 0.01714671  | 2.199168766 |
| GO:0060537~muscle tissue development                              | 0.001336273 | 2.19429256  |
| GO:0016055~Wnt receptor signaling pathway                         | 1.46E-05    | 2.182273743 |
| GO:0048545~response to steroid hormone stimulus                   | 0.027112957 | 2.173091666 |
| GO:0009954~proximal/distal pattern formation                      | 0.027112957 | 2.173091666 |
| GO:0035075~response to ecdysone                                   | 0.027112957 | 2.173091666 |
| GO:0008406~gonad development                                      | 0.009348848 | 2.165848027 |
| GO:0048608~reproductive structure development                     | 0.009348848 | 2.165848027 |
| GO:0032318~regulation of Ras GTPase activity                      | 0.005150012 | 2.142047499 |
| GO:0007519~skeletal muscle tissue development                     | 0.005150012 | 2.142047499 |
| GO:0007494~midgut development                                     | 0.014677979 | 2.142047499 |
| GO:0016339~calcium-dependent cell-cell adhesion                   | 0.042778473 | 2.142047499 |
| GO:0048568~embryonic organ development                            | 0.042778473 | 2.142047499 |
| GO:0045664~regulation of neuron differentiation                   | 3.71E-04    | 2.128824984 |
| GO:0014706~striated muscle tissue development                     | 0.00285835  | 2.124197103 |
| GO:0032483~regulation of Rab protein signal transduction          | 0.022989164 | 2.114585352 |
| GO:0032313~regulation of Rab GTPase activity                      | 0.022989164 | 2.114585352 |

|                                                                              |             |             |
|------------------------------------------------------------------------------|-------------|-------------|
| GO:0060538~skeletal muscle organ development                                 | 3.25E-04    | 2.104467718 |
| GO:0048190~wing disc dorsal/ventral pattern formation                        | 8.94E-04    | 2.099206549 |
| GO:0050767~regulation of neurogenesis                                        | 1.04E-04    | 2.088762735 |
| GO:0030716~oocyte fate determination                                         | 0.035894693 | 2.08254618  |
| GO:0048542~lymph gland development                                           | 0.035894693 | 2.08254618  |
| GO:0035295~tube development                                                  | 2.27E-06    | 2.069924688 |
| GO:0030952~establishment or maintenance of cytoskeleton polarity             | 0.019474859 | 2.068183792 |
| GO:0030951~establishment or maintenance of microtubule cytoskeleton polarity | 0.019474859 | 2.068183792 |
| GO:0016325~oocyte microtubule cytoskeleton organization                      | 0.019474859 | 2.068183792 |
| GO:0048565~gut development                                                   | 7.93E-05    | 2.05401815  |
| GO:0048619~embryonic hindgut morphogenesis                                   | 0.016491083 | 2.030482525 |
| GO:0035239~tube morphogenesis                                                | 3.41E-05    | 2.02304486  |
| GO:0015837~amine transport                                                   | 0.005062976 | 2.02304486  |
| GO:0001708~cell fate specification                                           | 5.05E-04    | 2.015367271 |
| GO:0007369~gastrulation                                                      | 1.62E-04    | 2.013127974 |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Table S10 — PCR primers of the miR-982s cluster.

**Table S10. PCR primers of the miR-982s cluster.**

| Primer                                                   | Sequence (5'-3')        |
|----------------------------------------------------------|-------------------------|
| cDNA PCR primers for <i>D. yakuba</i>                    |                         |
| dya-miR-2582-anc-F                                       | TTCTTGGAAGCAGTCCTAAA    |
| dya-miR-2582-anc-R                                       | GAACAAAATGACAGTGCCTT    |
| dya-miR-303-anc-F                                        | ACGATGCGAAATAATGCTGA    |
| dya-miR-303-anc-R                                        | ACAACCACATGGGACCAAA     |
| cDNA PCR primers for <i>D. erecta</i>                    |                         |
| der-miR-982-anc-F                                        | TTCGCAAGAAACCAAATG      |
| der-miR-982-anc-R                                        | AATGAAATGGTTTTAGTGCTG   |
| der-miR-983-anc-F                                        | CTACCCGCAACTCAAGGA      |
| der-miR-983-anc-R                                        | TCGATTCTGAAGTTATGTGCT   |
| Population sequencing primers for <i>D. melanogaster</i> |                         |
| dme-miR-982s-F1                                          | TAACCAACGCCTACGACTAT    |
| dme-miR-982s-R1                                          | TCTAACATTTGGGCTCATTT    |
| dme-miR-982s-F2                                          | AGCCTCATATCACCGCTGTC    |
| dme-miR-982s-R2                                          | GAAACTGCATTCCCCGAACG    |
| dme-miR-982s-F3                                          | CAATGGCGTAAATGGTTGTG    |
| dme-miR-982s-R3                                          | CGTGTGCAAATAGTGGTGCT    |
| dme-miR-982s-F4                                          | TGCCATCAAGAAGATTCACAGCG |
| dme-miR-982s-R4                                          | CGCTGTGAATCTTCTTGATGGCA |
| dme-miR-982s-F5                                          | AAGCCATTCCCATTCACTCAC   |
| dme-miR-982s-R5                                          | AGACACCGACCACAGTAGC     |
| Population sequencing primers for <i>D. simulans</i>     |                         |
| dsi-miR-982s-F1                                          | AATGTGCCAATCCCAATGTT    |
| dsi-miR-982s-R1                                          | ATTTACGCCCTTGAATGCAG    |
| dsi-miR-982s-F2                                          | GATGGATTGATTGATGATGGA   |
| dsi-miR-982s-R2                                          | TCATGGGACTAACCCGATTC    |
| dsi-miR-982s-F3                                          | GCCTGAATCTGGCCCGAAGT    |
| dsi-miR-982s-R3                                          | GCTGAAATAGCGAATGAGCGTCT |
| dsi-miR-982s-F4                                          | CTGCAGTACCTCTGCTCCAA    |
| dsi-miR-982s-R4                                          | AGCAACAAACAGCTGCTCAA    |

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Text S2 — An alternative explanation for expression evolution of new and old miRNAs.

## **Supporting Text**

### **Text S2. An alternative explanation for expression evolution of new and old miRNAs.**

An alternative explanation is that lowly and highly expressed miRNAs have different birth and death rates. If highly expressed miRNAs have a lower birth and death rate than lowly expressed miRNAs, we would expect more highly expressed miRNAs in the old groups. This alternative explanation is strongly suggested by an anonymous reviewer. However, it is difficult for a new miRNA to acquire a high and broad expression immediately after birth. If it does, it is difficult for it to avoid being strongly deleterious [1,2]. At this moment, we cannot definitively affirm a single hypothesis for the contrast between old and new miRNAs.

### **References**

1. Tang T, Kumar S, Shen Y, Lu J, Wu ML, et al. (2010) Adverse interactions between micro-RNAs and target genes from different species. *Proc Natl Acad Sci U S A* 107: 12935-12940.
2. Shen Y, Lv Y, Huang L, Liu W, Wen M, et al. (2011) Testing hypotheses on the rate of molecular evolution in relation to gene expression using microRNAs. *Proc Natl Acad Sci U S A* 108: 15942-15947.

# Supplementary material for: New MicroRNAs in Drosophila—Birth, Death and Cycles of Adaptive Evolution
**Source:** PLoS Genet. 2014 Jan 23;10(1):e1004096. doi: 10.1371/journal.pgen.1004096
**Supplement:** Text S3 — The evolution of miR-982s, miR-310s and miR-972s expression.

## Supporting Text

### **Text S3. The evolution of miR-982s, miR-310s and miR-972s expression.**

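The values behind this are those of Table S2, which gives RPM for 45 *D. melanogaster* small RNA libraries. The paper's reported values in testes are 11116 RPM for both dme-miR-983-1 and dme-miR-983-2, which share their reads, 7062 RPM for dme-miR-984, 347 RPM for dme-miR-303 and 267 RPM for dme-miR-982. In ovaries the paper's values are 838 RPM for each copy of dme-miR-983, 2927 RPM for dme-miR-984, 266 RPM for dme-miR-303 and 185 RPM for dme-miR-982. Computed from these values with a pseudocount of 1 RPM, the median log2 ratio of testes to ovaries over the 5 members is 1.27.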

The young miR-982s (dme-miR-982/303/983-1/983-2/984) are expressed in testes at high or moderate levels. In the mixed-age miR-310s and miR-972s, young members (dme-miR-991/992/2498 from miR-310s and dme-miR-979/4966 from miR-972s, see also **Table S3**) are preferentially expressed in testes and larval brain/gonads/imaginal discs, whereas old members (dme-miR-310/311/312/313 from miR-310s and dme-miR-973/974/975/976/977 from miR-972s, see also **Table S2**) have broadened their expression to other tissues such as embryos, ovaries and the central neuron system (CNS). 

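The paper's Table S2 has 3 libraries named for imaginal discs, and Table S1 describes 3 *D. melanogaster* libraries as larval brain, gonads and imaginal discs. Among the young members, dme-miR-992 reaches 8135 RPM, dme-miR-991 1336 RPM, dme-miR-4966 823 RPM, dme-miR-2498 719 RPM and dme-miR-979 118 RPM in the highest of these, as the paper reports them. In the testes library the paper's values are 976 RPM for dme-miR-979, 432 RPM for dme-miR-4966, 130 RPM for dme-miR-2498, 80.7 RPM for dme-miR-992 and 0 RPM for dme-miR-991. Of the old members, dme-miR-310 has its highest value in very early embryos, at 51556 RPM, and dme-miR-977 in testes, at 27180 RPM. The ovaries library lists dme-miR-312 at 5826 RPM and dme-miR-313 at 2464 RPM, but all 10 miR-972s members at 0 RPM. The depth of these libraries was not estimated, so no counting error is given for ratios of low values. Computed from these values with the same pseudocount, the log2 ratio of testes to ovaries is 9.93 for dme-miR-979, 8.76 for dme-miR-4966, 7.03 for dme-miR-2498, 6.35 for dme-miR-992 and -4.10 for dme-miR-991. Among the old members it is 4.55 for dme-miR-310, 3.66 for dme-miR-311, -0.24 for dme-miR-312 and -1.03 for dme-miR-313 in miR-310s. In miR-972s it is 6.41 for dme-miR-973, 8.03 for dme-miR-974, 12.57 for dme-miR-975, 7.97 for dme-miR-976 and 14.73 for dme-miR-977.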

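Breadth was computed from Table S2 as the number of the 45 libraries in which a miRNA exceeds 200 RPM. Some stages and tissues are represented by several libraries, so breadth counts libraries and not distinct tissues. In miR-310s the median breadth was 24 libraries (21 to 32) for the 3 members of 60 to 250 Myrs, 15 (4 and 26) for the 2 members of 30 to 60 Myrs and 6.5 (3 and 10) for the 2 members of 4 to 30 Myrs. In miR-972s it was 3 libraries (2 to 17) for the 5 members of 60 to 250 Myrs, 2 (1 to 7) for the 3 members of 4 to 30 Myrs and 2 (1 and 3) for the 2 members of 0 to 4 Myrs. The ranges of the age groups overlap in miR-972s, so its contrast with age is less clear than that of miR-310s. With a limit of 100 RPM, the medians of these miR-972s groups were 6, 3 and 4.5 libraries, and with a limit of 500 RPM they were 3, 1 and 1.5 libraries.

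**Figure D3:**
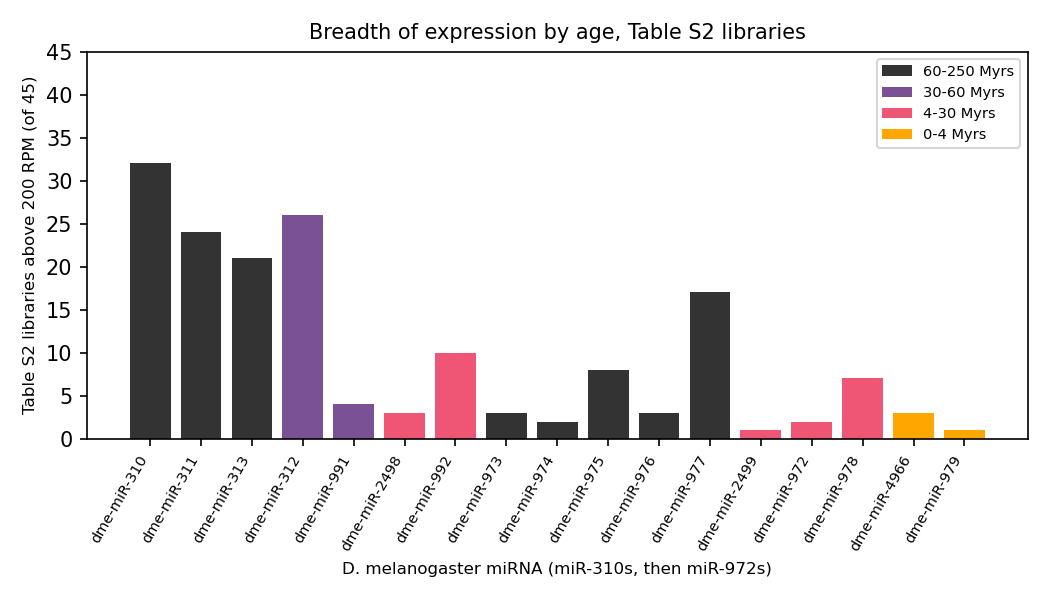
Number of Table S2 libraries (of 45) above 200 RPM for each member of miR-310s and miR-972s, coloured by the age given in Table S3. Bars run from 32 libraries for dme-miR-310 to 1 library for dme-miR-979 and dme-miR-2499.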

In both clusters, the younger members have much lower breadth and magnitude of expression than the older members.

How the deposited data were processed for this re-analysis (not part of the article)

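The deposited data are small RNA profiles of 5 tissues, *D. simulans* ovaries and testes and *D. pseudoobscura* ovaries, testes and larval imaginal discs with CNS, with 1 library each. The authors deposited RPM, the reads of each miRNA precursor divided by all miRNA reads of the library and scaled to a fixed total. To make them, they kept reads of 18 to 30 nt, removed reads of transposons, rRNA, tRNA and snRNA with bowtie without mismatch, annotated further miRNAs with miRDeep2, kept those with at least 1 miR* read, mapped the reads to known (miRBase) and newly annotated precursors with bowtie without mismatch, and divided each read by the number of precursors it matched. The genome versions were droSim1 and dp4, and the versions of the tools are not named in the paper's text. The deposited name of the discs and CNS list speaks of RPKM, but its values sum to the same total as the other RPM lists and the methods describe RPM only, so they were treated as RPM. Precursors at 0 RPM are not listed.

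What was computed from these values is as follows. Tissues were taken from the sample labels and Table S1. miRNAs were matched between species by name without the species prefix, so that any letter or copy suffix counted as the same miRNA number. A miRNA was called detected when it was listed in at least 1 library of the species. The members of miR-982s in *D. simulans* were matched by their full names. The worth of 1 read was estimated as the most frequent of the low values of a library, which gave 960897 miRNA reads in *D. simulans* ovaries, 2782156 in *D. simulans* testes, 2311188 in *D. pseudoobscura* ovaries, 2528749 in *D. pseudoobscura* testes and 8786811 in discs and CNS. Because reads are divided between precursors, only 73.8% to 83.0% of the entries of a library were whole numbers of these reads, and no test on read counts was run. Wilson intervals at the 95% level and floors of 3 reads were computed from the estimated reads, and cover counting error only, since reads amplified by PCR are not independent molecules.

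Ratios of testes to ovaries are log2 ratios with a pseudocount of 1 RPM, which understates the change of miRNAs near 0. With 1 library per tissue no p-value was computed. To describe a list of miRNAs, the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from all precursors, the list included, with the same number from each of 10 classes of mean expression, and percentiles of at least 95 or at most 5 were taken as past the threshold. Tissue specificity in *D. pseudoobscura* was measured by tau on log2(RPM + 1), which is 0 for equal expression in all 3 tissues and 1 for expression in a single tissue. Correlations across miRNAs are Spearman's rho without a p-value, because miRNAs are not independent replicates. Table S2 of the paper, which as used here lists 232 miRNAs in 45 libraries, supplied the *D. melanogaster* values, and a miRNA without a *D. melanogaster* namesake is one whose number is not among them.

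The list percentile was tested on libraries simulated from the *D. simulans* means and depths. Each precursor was given its own random log2 ratio of testes to ovaries, independent of the others. The spread of these ratios was narrower than in the data, where log2 ratios reach -13.16 and 9.88. Of 100 lists of 7 precursors without a planted change, 10 passed either threshold, and of 100 lists with a planted log2 change of 4, 100 passed the upper one. These rates hold for the simulated spread and for independent precursors. They do not give the power or the error rate for a cluster in these libraries. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

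The rule for the miRNAs named in the text and the alternatives listed here were set before the data were examined. The rule covers the miRNAs of the 0 to 4 and 4 to 30 Myrs groups, the members of miR-982s, miR-310s and miR-972s, the most abundant precursor of each library, the 3 largest ratios in each direction per species among precursors above 200 RPM in a gonad, and the 3 most abundant precursors without a *D. melanogaster* namesake per species. miR-10 and miR-276a fall outside it and are named because their ratios differ in direction between the species. The alternatives were detection limits of 10 and 200 RPM and identical suffixes for matching, limits of 100 and 500 RPM for high expression, rescaling without the most abundant miRNA, pseudocounts of 0.1 and 10 RPM, a filter at 10 RPM, scaling to the median ratio, unmatched random lists, other filters for the correlations and Pearson's r, and Table S2 without cell lines and AGO immunoprecipitations. Other settings were chosen after the values had been seen. They are the rule for the worth of 1 read, the 10 classes of mean expression, the range of 0.1 within which a correlation counts as unchanged, the limit of 10 RPM in at least 1 of the 2 libraries for the correlation of *D. simulans* with *D. melanogaster* testes, the 20-fold limit for miRNAs restricted to a gonad, the 5% limit for similar values and the log2 limit of 1 for opposite directions. The matching of miR-982s members by full name was put in place after a first computation by number had let different copies stand for each other. Population genetic data, the genome alignments, hairpin structures and the other small RNA libraries of Table S1 were not used here. No coordinates are given, since no genome of the versions named was used here.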

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

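All tests in this part were chosen after the results had been seen.

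The most abundant precursors without a *D. melanogaster* namesake are not discussed in the paper. In *D. simulans* they are Dsim_chr3L_17585, Dsim_chr3L_17589 and Dsim_chr3L_17607, each at 70972 RPM in testes and 186 RPM in ovaries, far above the 3-read floors of 1.08 and 3.12 RPM. Their values are identical in both libraries, which is consistent with 1 mature sequence whose reads were divided between 3 copies. Their summed abundance in testes is 212915 RPM, above the 183260 RPM of let-7, the most abundant single entry. The contrast between testes and ovaries is not explained by library composition, since the log2 ratio of 8.57 becomes 8.80 relative to the median of the precursors above 200 RPM in both libraries (median log2 ratio -0.23 over 49 precursors). The identity of the sequence was not analysed here, contamination by reads of another tissue or organism was not tested, and a higher level in testes than in ovaries remains a hypothesis from 1 library each.

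In *D. pseudoobscura*, Dpse_chr2_442 was at 27294 RPM and Dpse_chr2_1933 at 27028 RPM in testes, and both were at 3.46 RPM in ovaries and 18.8 RPM in discs with CNS. The values differ by at most 0.972% over the 3 libraries, so these entries may also be copies that share most of their reads. dps-miR-2510 was at 38875 RPM in testes, 39.4 RPM in ovaries and 21.1 RPM in discs with CNS. Reads shared between copies are not visible for it, with 0 other entries within 5% of its values in all 3 libraries. Library composition leaves its log2 ratio of testes to ovaries at 9.81, from 9.91. Contamination was not tested, so that no biological explanation is preferred.

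miR-10 and miR-276a differed in direction between the species, which was not tested for want of replicates. They were the shared miRNAs above 200 RPM in a gonad of each species whose log2 ratios of testes to ovaries had opposite signs and a size of at least 1 in both. miR-10 had a log2 ratio of 6.29 in *D. simulans* (218 RPM in ovaries, 17055 RPM in testes) and -2.87 in *D. pseudoobscura* (877 and 119 RPM). miR-276a had -1.32 in *D. simulans* (2256 and 904 RPM) and 1.60 in *D. pseudoobscura* (3387 and 10286 RPM). Relative to the median of the precursors above 200 RPM in both libraries, the log2 ratios are 6.51 and -2.97 for miR-10 and -1.09 and 1.50 for miR-276a. The medians, -0.23 in *D. simulans* and 0.10 in *D. pseudoobscura*, are small beside these ratios, and 0 of the 4 changed direction. The intervals of the 2 gonads are apart in both species, the lower end of the higher interval being at least 2.30 times the upper end of the lower one, so the differences exceed counting error. Because the miRNAs were chosen for the size and direction of their ratios, neither value is counted as an independent test. An exchange of the ovaries and testes labels in 1 species would give a negative correlation of the ratios of the shared miRNAs, and Spearman's rho across 62 miRNAs is 0.653. In the *D. melanogaster* libraries of Table S2, the paper's values for miR-10 are 576 RPM in testes and 161 RPM in ovaries, a log2 ratio of 1.83, so that the direction of miR-10 in these libraries is that of *D. simulans*. For miR-276a they are 7822 and 8254 RPM, a log2 ratio of -0.08. RNA of adjoining tissues in a dissected gonad was not tested and the pattern cannot be told apart from it.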

How the results depend on the processing

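Of 78 recomputed values for 24 results, 59 were unchanged by the criteria used (a count or median breadth within 1.5 times, a correlation within 0.1, a list percentile on the same side of its threshold), 19 changed and 0 reversed. Of the 59, 6 could not have changed. These are the 3 alternatives for miR-972s in *D. pseudoobscura*, where 0 members were listed, the identical suffixes for miR-982s, which were matched by full name, and the scaling to the median ratio for the 2 lists, which shifts a list and its random lists alike. The other 53 were free to change. No paired analysis was possible because each tissue has a single library.

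The 2 lists with a testes to ovaries ratio and the tissue specificity of *D. pseudoobscura* miRNAs without a *D. melanogaster* namesake stayed past the upper threshold under the alternatives that could move their percentile, 4 for each list and 5 for the tissue specificity. The 2 lists share the copies of dsi-miR-982, dsi-miR-303 and dsi-miR-983, so their percentiles are not separate results. The median log2 ratio of miR-982s lay between 4.54 (pseudocount 10 RPM) and 7.75 (pseudocount 0.1 RPM).

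With detection at more than 200 RPM, 1 of the miRNAs of 0 to 4 Myrs was detected in *D. simulans* instead of 2. That miRNA was miR-983-2, matched by number to dsi-miR-983, which is also matched to miR-983-1 of the 4 to 30 Myrs group. dsi-miR-4966, at 23.7 RPM, lay under this limit. At the same limit, 4 of the miRNAs of 4 to 30 Myrs were detected instead of 9, 4 members of miR-972s instead of 8 and 4 of miR-982s instead of 7. In *D. pseudoobscura*, 0 of the 22 young miRNAs were detected with a limit of 10 RPM or of 200 RPM, instead of 1. Requiring identical suffixes left 1 miRNA of 0 to 4 Myrs in *D. simulans*, which was miR-4966. With 500 RPM as the limit of high expression, the number fell from 80 to 49 in *D. pseudoobscura* ovaries and from 99 to 65 in testes, and without the most abundant miRNA it rose from 26 to 54 in discs with CNS. The correlation of testes to ovaries ratios between species was 0.653, 0.483 over all miRNAs and 0.808 as Pearson's r. The correlation of *D. simulans* testes with the *D. melanogaster* testes of Table S2 was 0.382, 0.0611 above 200 RPM and 0.601 over all miRNAs. In Table S2, the median breadth of the miR-310s members of 4 to 30 Myrs was 6.5 libraries, 10.5 at 100 RPM and 2.5 at 500 RPM. The median breadth of the miR-972s members of 60 to 250 Myrs was 6 at 100 RPM instead of 3, that of the members of 4 to 30 Myrs 1 at 500 RPM instead of 2, and that of the members of 0 to 4 Myrs 4.5 at 100 RPM instead of 2. The cause of these changes was not tested.

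Depth limits the results near the floor. dsi-miR-2494 rests on 1 read and dsi-miR-1001 and dps-miR-971 on 5 reads each, and the *D. simulans* ovaries library, with 960897 estimated reads, has its 3-read floor at 3.12 RPM, the highest of the 5 libraries.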

Differences from the paper's values

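The paper places miR-4966 among the miRNAs that arose after *D. melanogaster* split from *D. simulans*. The *D. simulans* testes library lists dsi-miR-4966 at 23.7 RPM, an estimated 66 reads. The paper places miR-971 in the same group, and the *D. pseudoobscura* discs and CNS library lists dps-miR-971 at 0.569 RPM, an estimated 5 reads. The paper dates miR-312 and miR-991 to 30 to 60 Myrs, which by its dating rule implies *D. pseudoobscura* homologs. Neither is listed by name in the *D. pseudoobscura* libraries, and entries without a miRBase name were not compared with them.

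The paper's supplement names dme-miR-991 among the young members of its cluster that are preferentially expressed in testes and larval brain, gonads and imaginal discs. In the paper's Table S2 its value is 0 RPM in the testes library and 16.1 RPM in the ovaries library, and its highest value in a library of imaginal discs is 1336 RPM. The depth of the Table S2 libraries was not estimated, so whether 0 and 16.1 RPM differ beyond counting error is open. In the *D. simulans* libraries dsi-miR-991 is at 5788 RPM in testes and 38.5 RPM in ovaries.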

Other observations

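All tests in this part were chosen after the results had been seen.

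The *D. pseudoobscura* discs and CNS library holds small amounts of gonad miRNAs. Among precursors above 200 RPM in one gonad and more than 20 times lower in the other, 48 of 52 testes-restricted and 20 of 25 ovaries-restricted ones were listed in discs with CNS, at medians of 0.0515% and 0.00655% of their gonad RPM. Across miRNAs, the discs and CNS RPM rose with the gonad RPM in both sets, with Spearman's rho of 0.782 and 0.666. Among the other 67 precursors above 200 RPM in a gonad rho was 0.532, so that the relation is not special to the restricted sets. The highest testes-restricted one was at 12025 RPM in discs with CNS, so that not all of them are traces. Carry-over between libraries is a candidate explanation. Low expression of each miRNA in discs and CNS is another. The interquartile range of the log2 ratio among the listed members of the restricted sets was at most 0.168 of that in these other precursors, but the latter include miRNAs abundant in discs with CNS, so that this does not set low expression aside. Gonad tissue in the larval sample would give the same relation, and the traces of testes miRNAs were 7.86 times those of ovaries miRNAs, which does not separate the explanations. A trace of a gonad miRNA in that library cannot be told apart from carry-over, gonad tissue or low expression in discs and CNS.

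For dps-miR-971 in the discs and CNS library, carry-over from the ovaries and testes libraries is unlikely, since 0 of the 4 gonad libraries list miR-971. Carry-over from other libraries was not tested, and no biological explanation was tested.

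The miR-982s members are closer to equal between the gonads in *D. melanogaster* than in *D. simulans*. The median log2 ratio of testes to ovaries is 1.27 over the 5 *D. melanogaster* members in the paper's Table S2 and 6.92 over the 7 *D. simulans* members. Library composition does not account for the difference between the 2 list medians. Relative to the median ratios of all miRNAs above 200 RPM in both gonads (0.28 in *D. melanogaster*, -0.23 in *D. simulans*), this difference is 6.16. Testes reads in the *D. melanogaster* ovaries library are an unlikely source, because 0 of the 10 testes-expressed miR-972s members are above 0 RPM there. The *D. melanogaster* libraries come from other studies, and differences in library preparation were not tested, so that expression of miR-982s in *D. melanogaster* ovaries remains a hypothesis.

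In *D. pseudoobscura*, the 242 precursors without a *D. melanogaster* namesake had a median tau of 0.804, at percentile 97.7 of random lists matched on mean expression, whose median was 0.781. Precursors with a namesake had a median tau of 0.383 over 103, a comparison not matched on mean expression. Of the 90 precursors without a namesake above 200 RPM in a library, 50 were highest in testes, 40 in ovaries and 0 in discs with CNS. Of the 59 with a namesake, 32 were highest in testes, 17 in ovaries and 10 in discs with CNS. miR-184 made up 81.4% of the reads in discs with CNS, against top shares of 37.5% in ovaries and 53.9% in testes. All other RPM are therefore lowered the most in discs with CNS. Tau and the tissue of highest RPM were not recomputed without miR-184. Whether this composition, depth or the annotation of precursors accounts for these values was not tested. The tests chosen afterwards in this part are those of explanations. The tissue specificity list was planned, but its 10 classes of mean expression were chosen after the values had been seen.

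The largest ratios of testes to ovaries in *D. simulans* were those of miR-2499, miR-975 and miR-974, with log2 ratios of 9.88, 9.62 and 9.33, all members of miR-972s. The largest in the other direction were those of miR-994, at -13.16 (9128 RPM in ovaries, not listed in testes), and of Dsim_chrU_32038 and Dsim_chrU_42349, both at -10.55 with identical values. In *D. pseudoobscura* the largest were those of Dpse_chr2_442 (12.58), Dpse_chr2_1933 (12.56) and miR-2527 (11.52), and in the other direction miR-318 (-9.00), miR-994 (-8.82) and Dpse_Unknown_group_249_21770 (-7.00). miR-994 was thus among the most ovary-biased miRNAs in both species. Across the 62 miRNAs named in both species with more than 10 RPM in a gonad of each, 20 had ratios of opposite sign. The rule for the largest ratios and the correlation across these 62 miRNAs were also planned.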
